# Mandibular dysmorphology due to abnormal embryonic osteogenesis in FGFR2-related craniosynostosis mice

**DOI:** 10.1242/dmm.038513

**Published:** 2019-05-30

**Authors:** Susan M. Motch Perrine, Meng Wu, Nicholas B. Stephens, Divya Kriti, Harm van Bakel, Ethylin Wang Jabs, Joan T. Richtsmeier

**Keywords:** Apert syndrome, Crouzon syndrome, Pfeiffer syndrome, Osteoclast, Cartilage, Transcriptome, FGFR2

## Abstract

One diagnostic feature of craniosynostosis syndromes is mandibular dysgenesis. Using three mouse models of Apert, Crouzon and Pfeiffer craniosynostosis syndromes, we investigated how embryonic development of the mandible is affected by fibroblast growth factor receptor 2 (*Fgfr2*) mutations. Quantitative analysis of skeletal form at birth revealed differences in mandibular morphology between mice carrying *Fgfr2* mutations and their littermates that do not carry the mutations. Murine embryos with the mutations associated with Apert syndrome in humans (*Fgfr2^+/S252W^* and *Fgfr2^+/P253R^*) showed an increase in the size of the osteogenic anlagen and Meckel's cartilage (MC). Changes in the microarchitecture and mineralization of the developing mandible were visualized using histological staining. The mechanism for mandibular dysgenesis in the Apert *Fgfr2^+/S252W^* mouse resulting in the most severe phenotypic effects was further analyzed in detail and found to occur to a lesser degree in the other craniosynostosis mouse models. Laser capture microdissection and RNA-seq analysis revealed transcriptomic changes in mandibular bone at embryonic day 16.5 (E16.5), highlighting increased expression of genes related to osteoclast differentiation and dysregulated genes active in bone mineralization. Increased osteoclastic activity was corroborated by TRAP assay and *in situ* hybridization of *Csf1r* and *Itgb3*. Upregulated expression of *Enpp1* and *Ank* was validated in the mandible of *Fgfr2^+/S252W^* embryos, and found to result in elevated inorganic pyrophosphate concentration. Increased proliferation of osteoblasts in the mandible and chondrocytes forming MC was identified in *Fgfr2^+/S252W^* embryos at E12.5. These findings provide evidence that FGFR2 gain-of-function mutations differentially affect cartilage formation and intramembranous ossification of dermal bone, contributing to mandibular dysmorphogenesis in craniosynostosis syndromes.

This article has an associated First Person interview with the joint first authors of the paper.

## Abstract (precis)

**Summary:** FGFR2 gain-of-function mutations differentially affect cartilage formation and intramembranous ossification of dermal bone, resulting in abnormal embryonic osteogenesis of the mandible.

## INTRODUCTION

The mandible has been used as a model for investigating how complex morphological structures arise during development and how they are altered during evolution (Atchley and Hall, 1991), providing insight into how the spatial and temporal organization underlying the development of a separate morphological component assimilates into a functioning whole. Each hemimandible (or dentary) is composed of two functional areas that are mineralized proximate to Meckel's cartilage (MC): the anterior body (tooth-bearing portion of the hemimandible) and ramus [containing three prominent processes: coronoid process on the dorsal aspect, the condylar (or condyloid) process caudally, and the angular process caudoventrally]. Mandible and maxilla are dermal bones derived from neural crest cells that migrate to the first pharyngeal arch and are the result of complex developmental patterning (Couly et al., 1996; Depew et al., 2002; Frisdal and Trainor, 2014; Noden, 1983). Together they form the lower and upper jaws of the facial skeleton, the synchronous development and proper occlusion of which is necessary for feeding, respiration and craniofacial morphogenesis.

Mutations within fibroblast growth factor receptor 2 (FGFR2) are responsible for aberrant signaling within the FGF-signaling pathway resulting in midface developmental anomalies that are features of Apert, Crouzon, Pfeiffer, Beare-Stevenson cutis gyrata, Jackson-Weiss and Bent Bone Dysplasia syndromes (Azoury et al., 2017; Cohen and MacLean, 2000; Cunningham et al., 2007). These complex conditions involve the premature fusion of one or more cranial sutures and midfacial dysgenesis and are often associated with other skeletal and soft tissue abnormalities (Flaherty et al., 2016; Heuzé et al., 2014). Midfacial dysgenesis can be severe but is variable within and across FGFR2-related craniosynostosis syndromes. Surgical correction and reconstruction are adaptable, targeting the midfacial skeleton, dental arcade, choanae and/or airway, often requiring significant and multiple reconstructive procedures. The mandible, the major skeletal element of the lower face, is an important consideration in surgical planning and orthodontic management in craniosynostosis syndromes to address severe anomalies that affect mastication and airway anomalies.

Apert, Crouzon and Pfeiffer syndromes (MIM #101200, MIM #123500, MIM #101600, respectively) are autosomal dominant conditions sharing many phenotypic similarities, including premature suture closure, abnormal facies, exophthalmos, midfacial retrusion, dental malocclusion of varying intensities, cranial base anomalies and dysmorphic mandibles, the configuration of which is discordant with the upper jaw (Cohen and MacLean, 2000). Although the mandible is not well-studied in these syndromes, adult mandibular morphology in Apert patients is usually reported as intrinsically normal, and detected differences in mandibular length are thought to be secondary to midfacial dysgenesis (Lemire, 2000; Wink et al., 2013). The apparent mandibular prognathism is thought to be relative, a condition resulting from anomalies of the cranial base and severe retrusion of the midface (Costaras-Volarich and Pruzansky, 1984). Why the degree and nature of developmental anomalies of the lower face would be different from the midface when mandible and maxillae are both dermal bones of neural crest origin derived from the first pharyngeal arch is not clear.

We have previously reported statistical differences in craniofacial bone morphology, brain morphology, soft tissue and negative space (nasopharynx, inner ear) volumes, and morphological integration of brain and skull in mouse models for Apert and Crouzon/Pfeiffer syndromes relative to their respective littermates that do not carry the mutation and show no phenotypic effects (Aldridge et al., 2010; Holmes et al., 2018; Martínez-Abadías et al., 2013; Motch Perrine et al., 2014, 2017). However, investigations of the mandible have not been included in any of these studies. To test the hypothesis that FGFR2 mutations causative for craniosynostosis syndromes target processes and mechanisms of mandibular genesis, we present data on the developmental and morphological consequences of three unique FGFR2 mutations associated with syndromic craniosynostosis in the mandible of the mouse. We performed quantitative morphometric analysis of 3D micro computed tomography (µCT) image data of three mouse models with differing activating *Fgfr2* mutations to determine the differential effects of these mutations on the mandible: two Apert syndrome mouse models, *Fgfr2^+/S252W^* (Wang et al., 2005) and *Fgfr2^+/P253R^* (Wang et al., 2010) on a C57BL6/J background, and a mouse model with a mutation associated with Crouzon and Pfeiffer syndromes, *Fgfr2c^C342Y/+^* (Eswarakumar et al., 2004) on a CD1 background. These analyses revealed significant differences in mandibular morphology at postpartum day (P) 0 in all three of the mouse models. Based on these findings, we performed histological analysis on the mandible at embryonic stages. Of these three mouse models, mandibles of *Fgfr2^+/S252W^* mice showed the greatest magnitude of morphological change at P0 and histologic differences at embryonic day (E) 16.5, and were further analyzed by transcriptome analysis to reveal cellular and molecular dysregulation contributing to mandibular dysgenesis. Increased osteoclastogenesis causes abnormal bone resorption and overexpression of *Enpp1* and *Ank* that are key regulators for inorganic pyrophosphate levels inhibiting bone mineralization in *Fgfr2^+/S252W^* mandible. FGFR2 S252W mutation was associated with increased proliferation of osteoblasts and chondrocytes in the mandible as early as E12.5. We provide new information about the molecular processes affecting the mandible in FGFR2-related craniosynostosis syndromes to improve our understanding of craniofacial dysgenesis and move us closer to therapeutic approaches for patients.

## RESULTS

### Mandibular dysmorphology of FGFR2-related craniosynostosis mouse models

The left and right hemimandibles of 182 newborn (P0) mice of each of the three craniosynostosis models of interest were analyzed morphometrically using the 3D coordinates of 32 landmarks (lms) (Fig. S1 and Table S1). Landmark datasets characterizing whole mandibles (consisting of right and left sides, 32 lms), left hemimandibles (16 lms), and right hemimandibles (16 lms) were analyzed using the same morphometric methods. Within each model, morphometric analyses compared mice carrying a specific mutation to littermates that did not carry the mutation. Results revealed a lack of asymmetry in mandibular dysmorphology in all models, such that the right and left hemimandibles were similarly affected (Table S2). For clarity of presentation, analysis of the left hemimandible is presented graphically (Fig. 1A-C).

**Fig. 1.**
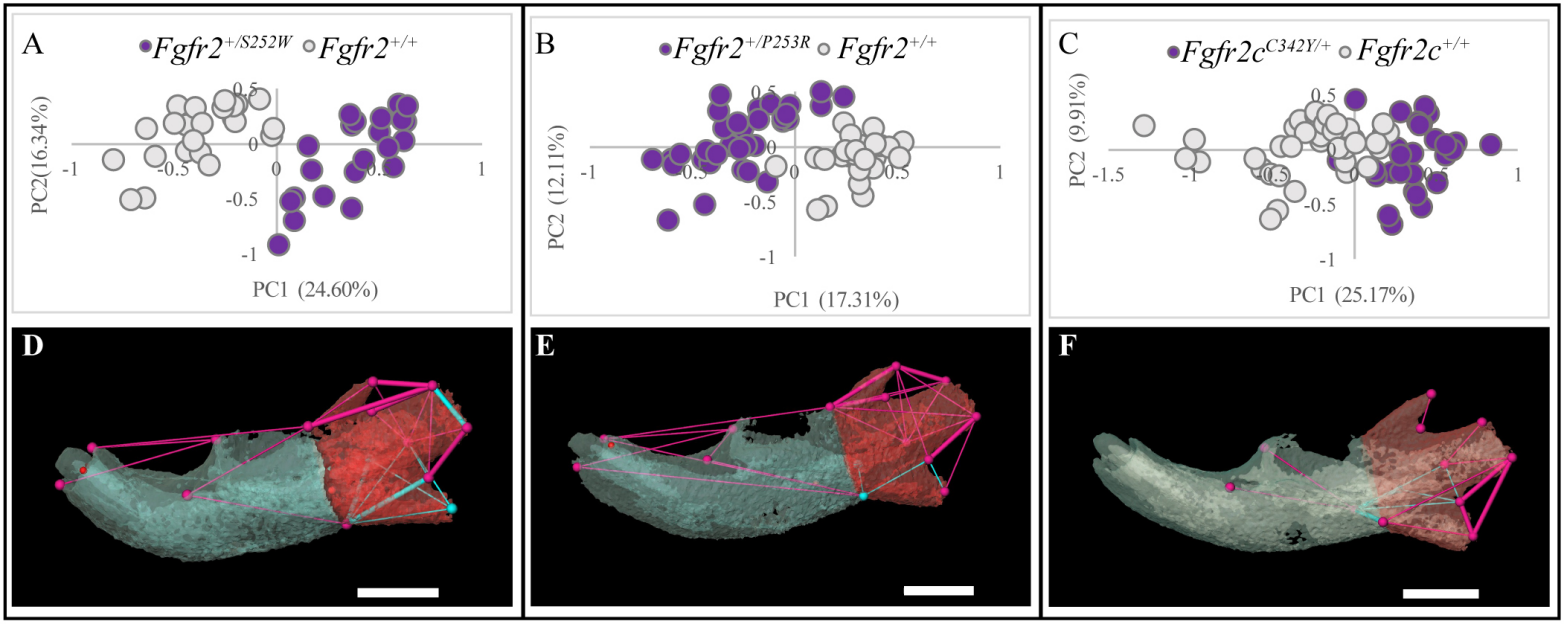
**Morphological differences in newborn (P0) mice carrying mutations associated with three FGFR2-related craniosynostosis syndromes and their unaffected littermates.** (A-F) Results of PCA of mandibles based on unique linear distances among 3D landmarks (A-C) and EDMA of landmark coordinates (D-F). Scatter plots of individual scores on first and second PC axes (PC1 and PC2) of linear distance-based PCAs of the hemimandibles of mutant and unaffected littermates of *Fgfr2^+/S252W^* and *Fgfr2^+/P253R^* Apert syndrome mouse models (A,B, respectively) and *Fgfr2c^C342Y/+^* Crouzon/Pfeiffer syndrome mouse model (C). Results of EDMA of each craniosynostosis mouse model and unaffected littermates showing linear distances within each model that are significantly different by at least 5% between mutant and unaffected littermates (D-F). Blue lines are significantly larger in mutant mice relative to unaffected littermates; fuchsia lines are significantly smaller in mutant mice. Thin lines indicate linear distances that are increased/decreased by 5-10% in mice carrying one of the *Fgfr2* mutations whereas thick lines indicate linear distances that differ by >10% between mutant and unaffected mice. The buccal aspects of the left hemimandibles of the models were used for illustration. Hemimandibles were segmented into an anterior portion (anterior body, blue) and posterior portion (ramus, red) to indicate functional areas. Scale bars: 1 mm.

Two morphometric methods were used. Euclidean distance matrix analysis (EDMA) (Lele and Richtsmeier, 2001) revealed significant differences in hemimandible shape between all mice carrying *Fgfr2* mutations and their respective littermates that did not carry the mutation (referred to as ‘unaffected littermates’) for the full 32 lms set (*P*≤0.001) and for all three regional landmark subsets representing major functional regions of the left dentary: left hemimandible (16 lms; *P*<0.001); ramus (10 lms; *P*<0.001); body (8 lms; *P*<0.05). Bootstrapped confidence intervals for differences in each linear distance obtained from EDMA reveal statistically significant differences in the localized patterns of mutational effects on the 3D morphology of the hemimandible (Fig. 1D-F). *Fgfr2c^C342Y/+^* mice show effects that are generally of a lesser magnitude and of a different pattern when compared to the effects of the other two mutations (Fig. 1F). There are obvious similarities in the way hemimandibles of *Fgfr2^+/S252W^* and *Fgfr2^+/P253R^* mutant mice differ from their respective unaffected littermates. However, the significant phenotypic effects of the FGFR2 S252W mutation on mandibular morphology are more numerous, of greater magnitude, and located primarily in the posterior components of the hemimandible (Fig. 1D,E).

Principal components analysis (PCA) of the scale-free shape data shows obvious separation of hemimandibles of mice carrying an *Fgfr2* mutation from their respective unaffected littermates for each of the three mutation groups (Fig. 1A-C). PCAs of shape were also conducted using linear distances estimated from the landmark coordinates that define the anterior body of the hemimandible and the ramus portion of the hemimandible (Table S1, Fig. S1). Although the anterior body of the *Fgfr2c^C342Y/+^* Crouzon/Pfeiffer syndrome mouse mandible showed a distinct morphology relative to their unaffected littermates, there was less difference in the anterior body of *Fgfr2^+/S252W^* and *Fgfr2^+/P253R^* Apert syndrome mice relative to their respective unaffected littermates (Fig. S2). All three mutation groups showed differences between mutant mice and their respective unaffected littermates in the ramus portion of the hemimandible (Fig. S2).

In every analysis, all mice carrying mutations revealed a mandibular morphology that differed from littermates that did not carry the mutation in unique ways. The finding that different *Fgfr2* gain-of-function mouse models exhibit different mandibular phenotypes is consistent with our previous work that shows that the cranial phenotype (not including the mandible) of each *Fgfr2* model is different from their respective unaffected littermates that do not carry the mutation, and that these changes vary across mouse models.

### Quantitative characterization of hemimandible bone

Bone volume and bone surface area were determined using the Material Statistics Module of Avizo 9.4 by first segmenting the left hemimandible as the region of interest from µCT scans. Bone volume and bone surface area were compared using the Mann–Whitney *U*-test and did not differ significantly between mutant and unaffected littermates in any of the three craniosynostosis mouse models (Table 1), although the *Fgfr2^+/S252W^* mice had the least bone volume of all genotypes. This is consistent with previous findings indicating no difference in bone volume of the hemimandibles in *Fgfr2^+/P253R^* mice and their controls at E15.5, E16.5, E17.5, P0 and P2 (Percival et al., 2014). Mean bone mineral density maps of the left hemimandibles reveal little variation between mutant mice and unaffected littermates across all models (Fig. S3). Cortical bone thickness was mapped in an identical manner and showed little variation (Fig. S4).

**Table 1.**
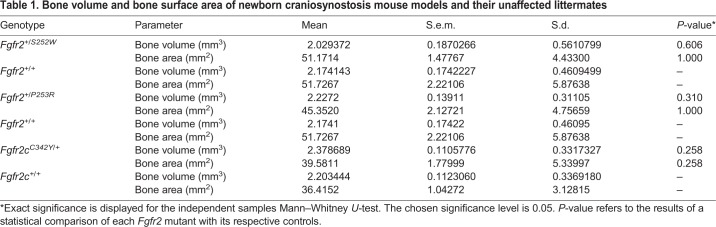
**Bone volume and bone surface area of newborn craniosynostosis mouse models and their unaffected littermates**

### Impaired microarchitecture in *Fgfr2^+/S252W^* mandible

The mandibles of *Fgfr2^+/S252W^* Apert syndrome mice showed the greatest difference relative to their unaffected littermates in our analyses of 3D geometry and physical properties, and therefore we initially focused on this mouse model for additional analyses of histological properties of embryonic mandibular bone. We present histological analysis on the mandible at E16.5, when differences were more obvious and consistent than at earlier stages. Osteogenic tissue was defined operationally as cells that stain with alkaline phosphatase (ALP), which includes osteoprogenitors, preosteoblasts and differentiated osteoblasts (Huang et al., 2007). We performed serial coronal sections (Fig. 2A) and stained them with ALP and Alcian Blue for cartilage (Fig. 2B). *Fgfr2^+/S252W^* embryos showed significant morphological changes in the developing mandible at E16.5. Both the osteogenic tissue and MC were enlarged in *Fgfr2^+/S252W^* E16.5 embryos relative to *Fgfr2^+/+^* littermates (Fig. 2B,C), prefiguring localization of the more severe differences determined by morphometric analysis of µCT data of P0 mandibles. Quantification of ALP-positive areas and cell numbers revealed that the ALP-positive area was 38.5% larger in *Fgfr2^+/S252W^* embryos relative to *Fgfr2^+/+^* littermates (Fig. 2D) and cell number was increased by 61.3% (Fig. 2E) at E16.5, whereas the cell density was not significantly changed (Fig. 2F, *P*=0.135). The area of MC was 94.5% larger in *Fgfr2^+/S252W^* embryos relative to *Fgfr2^+/+^* littermates (Fig. 2G) and cell number was increased by 56.6% (Fig. 2H), but there was no significant change in cell density (Fig. 2I, *P*=0.354).

**Fig. 2.**
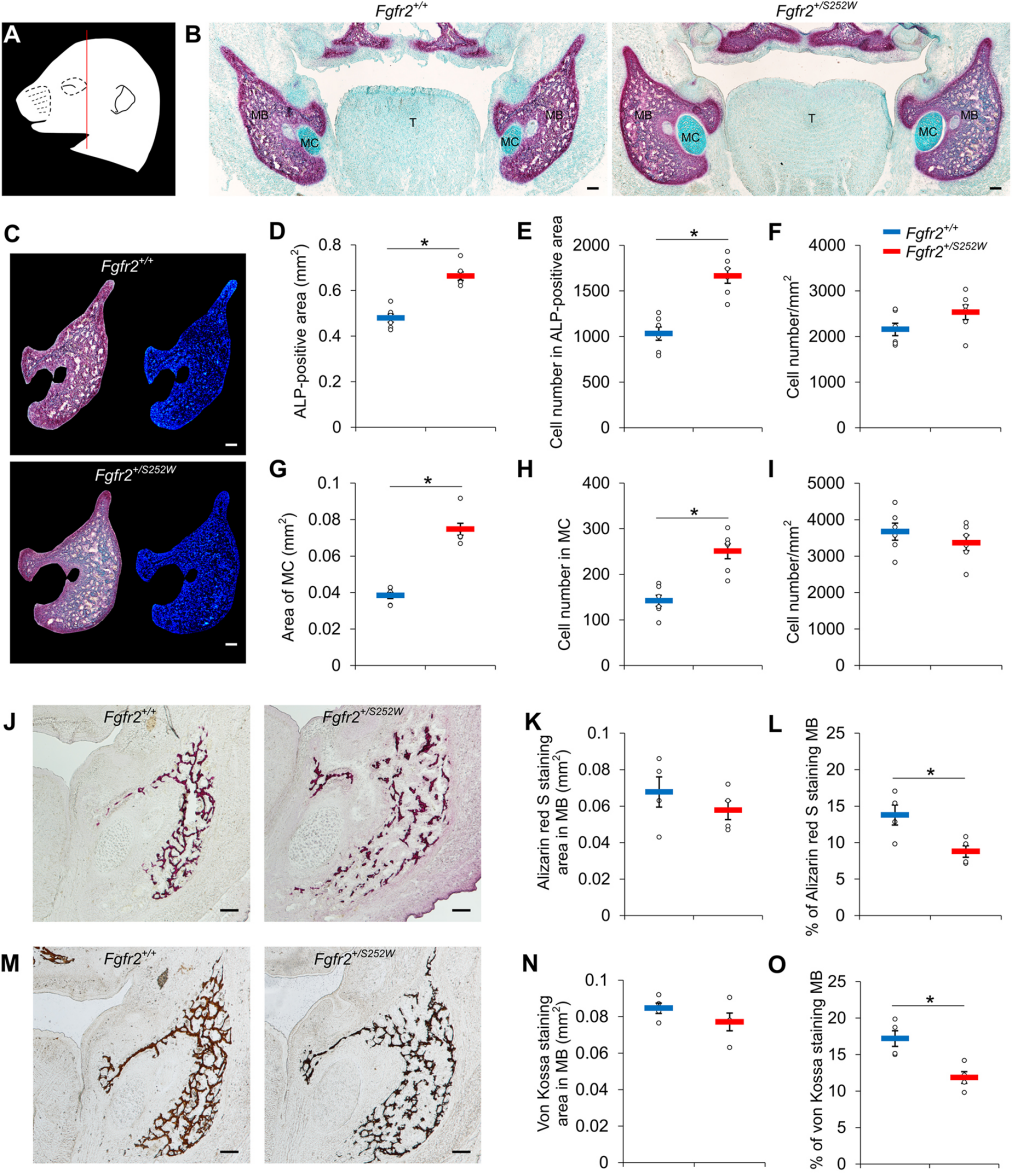
**Histological analysis of mandible of *Fgfr2^+/S252W^* embryos at E16.5.** (A) Schematic embryonic mouse head at E16.5 modified from the e-Mouse Atlas Project (http://www.emouseatlas.org/emap/eHistology). The red line indicates the location of sections used for B-O. (B) Cryosections of *Fgfr2^+/+^* and *Fgfr2^+/S252W^* embryos were stained with the ALP assay (red) and Alcian Blue. MB, mandibular bone; MC, Meckel's cartilage; T, tongue. (C) The ALP-positive regions (red) were selected to quantify the areas and numbers of nuclei stained with Hoechst 33258 (blue). (D-I) The areas (D,G), cell numbers (E,H) and cell density (F,I) in the ALP-positive regions for *Fgfr2^+/+^* (*n*=6) and *Fgfr2*^+/S252W^ (*n*=6) embryos and MC of *Fgfr2^+/+^* (*n*=6) and *Fgfr2*^+/S252W^ (*n*=6) embryos. (J,M) Alizarin Red S staining (J) and von Kossa staining (M) showing ossification in the mandible of *Fgfr2^+/+^* and *Fgfr2^+/S252W^* embryos. The areas and the percentages of the stained area in osteogenic tissue were measured for Alizarin Red S (K,L) and von Kossa (N,O) staining. Data are mean±s.e.m. *P<0.05, two-tailed Welch's *t*-test. Scale bars: 100 µm.

It has been reported that postnatal and adult *Fgfr2^S252W/+^* mutant mice showed changes in mineral apposition rate and microarchitecture of the mandible (Zhou et al., 2013). To analyze the mineralized tissues of embryonic *Fgfr2^+/S252W^* mandibles, we performed Alizarin Red S and von Kossa staining to detect calcium deposits and the presence of phosphate, respectively. In the *Fgfr2^+/+^* littermate, trabecular bone of the mandible was a well-organized network, whereas the *Fgfr2^+/S252W^* trabecular bone had a disorganized and loose structure (Fig. 2J). Quantitative analysis of Alizarin Red S staining showed that, although the total areas of mineralized tissues were not significantly changed (Fig. 2K, *P*=0.414), the amount of staining versus osteogenic area was significantly smaller in *Fgfr2^+/S252W^* embryos (Fig. 2L, *P*=0.043). Von Kossa staining revealed a similar difference in mineralization of the mandible of *Fgfr2^+/+^* and *Fgfr2^+/S252W^* embryos (Fig. 2M) and the quantification of the staining showed a similar result (Fig. 2N,O). Thus, the FGFR2 S252W mutation is associated with impaired microarchitecture affecting mandibular morphogenesis as early as E16.5.

To determine whether these changes were found in the other FGFR2-related mouse models, we performed histological analysis for mandibles of *Fgfr2^+/P253R^* and *Fgfr2c^C342Y/+^* embryos at E16.5. *Fgfr2^+/P253R^* embryos exhibited similar histological changes in the mandible of *Fgfr2^+/S252W^* embryos, including increased osteogenic tissue, MC (Fig. S5B) and disorganized mineralization pattern (Fig. S5F,J), consistent with the mandibular dysmorphology observed for these mutants at P0. *Fgfr2c^C342Y/+^* embryos showed more subtle, localized changes in mineralization in the mandible (Fig. S5H,L).

### Abnormal osteogenesis in *Fgfr2^+/S252W^* mandible

To understand the molecular mechanism for the changes of bone formation in the mandible by the FGFR2 S252W mutation, we collected tissues from the mandibular bone and MC of *Fgfr2^+/S252W^* embryos and their *Fgfr2^+/+^* littermates at E16.5 by laser capture microdissection (LCM) (Fig. 3A). Total RNA from the two specific tissues was isolated and used for RNA-seq analysis.

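Each library held the RNA of 1 tissue from 1 female embryo at E16.5, with 3 *Fgfr2 +/S252W* and 3 *Fgfr2+/+* embryos per tissue and no pooling. By their labels, the same embryos also gave 6 libraries of the mandibular condylar cartilage, so that 18 libraries in 6 groups of genotype and tissue were analyzed. The RNA was amplified before library preparation and sequenced as paired ends. The authors mapped the reads to mm10, and the deposited values are counts of read pairs (fragments) on each of 38243 Ensembl genes, without normalization. Fragments that mapped to several places or overlapped several genes were not counted, which leaves the levels of genes with close paralogs uncertain. Gene positions are those of the authors' annotation on GRCm38, the assembly also called mm10. Between 8218548 and 15585778 fragments per library were counted on genes, with a median of 10581032. In mandibular bone the median was 13582675 in *Fgfr2 +/S252W* embryos and 12589689 in *Fgfr2+/+* embryos, and in MC it was 9107215 and 9988902. Mitochondrial genes took between 19.4% and 38.1% of the counts of a library. In bone their share was between 23.4% and 23.6% in the *Fgfr2 +/S252W* libraries. Among the *Fgfr2+/+* bone libraries it was 36.0% (95% Wilson interval 35.9% to 36.0%) in replicate 1, 34.8% (34.8% to 34.9%) in replicate 2 and 20.4% (20.4% to 20.5%) in replicate 3, a difference within one genotype that sequencing noise does not cover. The intervals cover counting error only, since reads amplified by PCR are not independent molecules. Gm42418 alone took between 24.1% and 39.4% of the counts in MC and between 5.58% and 9.33% in bone.

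**Figure D1:**
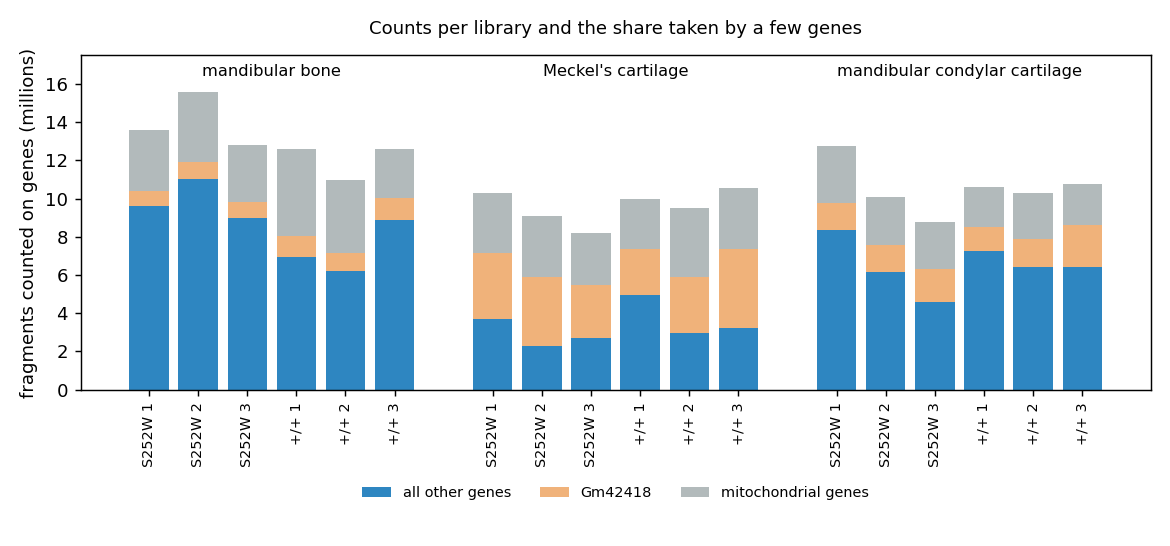
Fragments counted on genes in each of the 18 libraries, split into mitochondrial genes, Gm42418 and all other genes. Outside mitochondrial genes and Gm42418, MC libraries keep between 25.4% and 49.7% of their counts and bone libraries between 55.0% and 70.8%.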

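Differential expression was computed from these counts with the steps the paper names. The paper fitted all its sample groups together and does not state whether condylar cartilage was among them. Genes above 1 FPKM in at least 50% of the 18 libraries were kept, which left 11469 genes. Their counts were normalized by the TMM method, transformed with voom and fitted with limma to 1 mean per group of genotype and tissue. The standard errors came from eBayes, with 12 residual degrees of freedom and 8.12 from the prior. The p-values of each contrast were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The filter did not keep *Calcr*, *Il1r1*, *Oscar*, *Ptpn13* and *Megf10*, which the paper names in its text or Fig. 3C. That argues against this fit of 18 libraries, as filtered here, being the paper's own. Fold changes are *Fgfr2 +/S252W* over *Fgfr2+/+* on the log2 scale, and normalized counts are TMM-normalized CPM. Within a genotype, the median standard deviation of a gene's log2 value was 0.22 between bone libraries and 0.49 between MC libraries.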

**Fig. 3.**
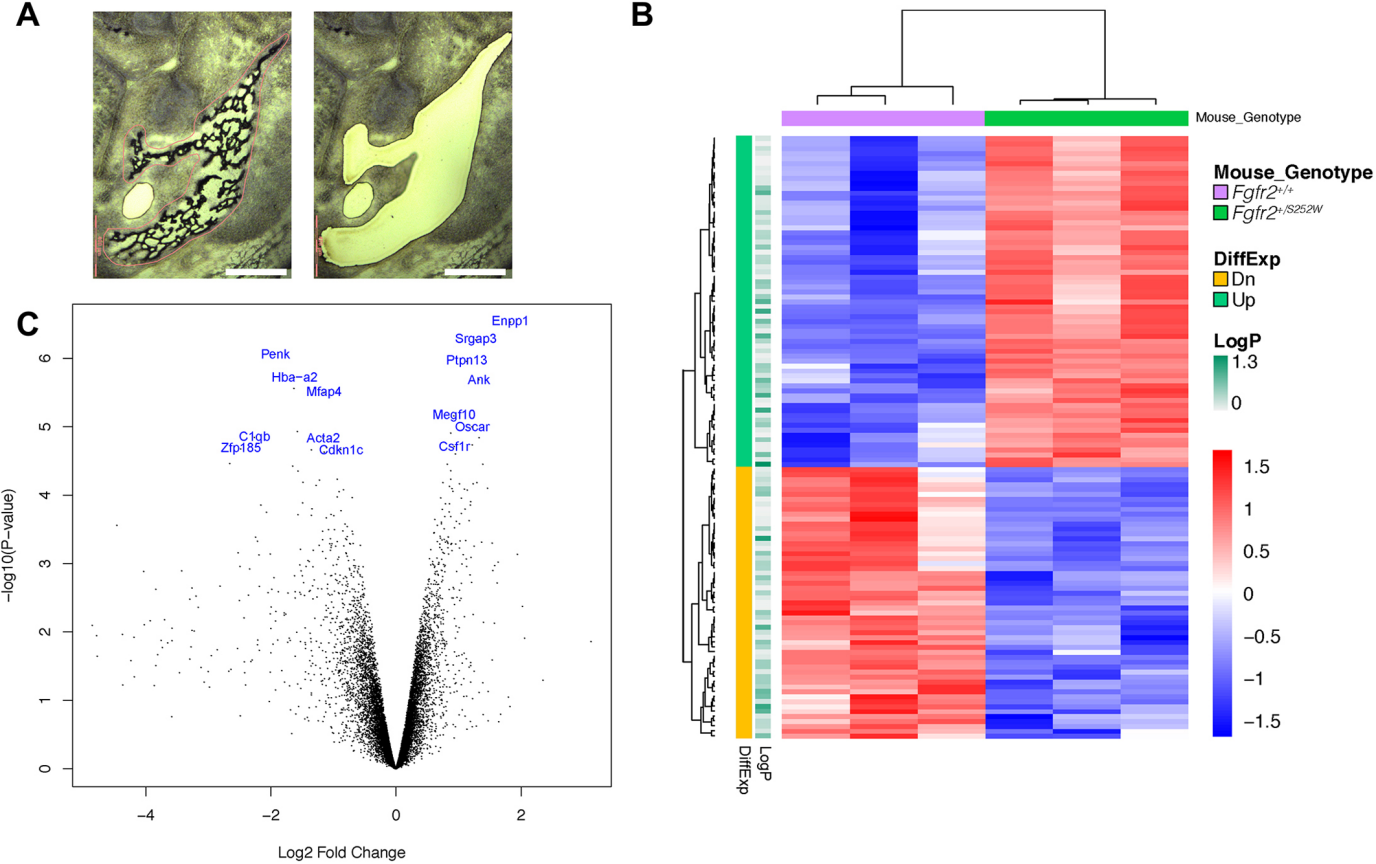
**Laser capture microdissection and RNA-seq analysis of mandibular bone of *Fgfr2^+/S252W^* embryos at E16.5.** (A) A representative mandibular region in cryosection was dissected by laser and collected for RNA-seq (left, before LCM; right, after LCM). (B) Hierarchical clustering of 122 genes significantly differentially expressed in the mandibular bone between *Fgfr2^+/S252W^* and *Fgfr2^+/+^* littermate embryos. Three biological replicates were used for each genotype. (C) Volcano plot shows *P*-values and fold changes of DEGs in the mandibular bone between *Fgfr2^+/S252W^* and *Fgfr2^+/+^* littermate embryos. Some of the most significantly differentially expressed genes [−log_10_(*P*-value)>4.5] implicated in mandibular dysmorphology are shown in blue. Scale bars: 400 µm.

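In mandibular bone, 10 of the 11469 genes had an adjusted p-value below 0.05 between *Fgfr2 +/S252W* and *Fgfr2+/+* embryos (n = 3 per genotype, limma). At an unadjusted p below 0.05 there were 932 genes, where 573 would be expected if no gene differed and p-values were uniform. Other ways to split the 6 bone libraries 3 against 3 gave from 22 to 540 such genes in this fit. The expectation of 573 is thus not calibrated to bone in the fit of 18 libraries. The setting that moved the number of DEGs in mandibular bone most was a fit of the bone libraries alone without *Fgfr2+/+* replicate 3, chosen after seeing the data, which gave 1387 genes. With all 18 libraries, voom with sample quality weights gave 589 genes. The filter, normalization and spread were also estimated from the 6 bone libraries alone. In that fit, 141 of 12322 genes passed the threshold, and the median standard error over all genes was 0.19 on the log2 scale, against 0.25 with 18 libraries. In each of the 141 genes, all 3 *Fgfr2 +/S252W* libraries lay on one side of all 3 *Fgfr2+/+* libraries. Their absolute log2 fold changes started at 0.56, with a median of 0.98. Of the 141 genes, 114 were among the genes kept in the fit of 18 libraries. All 114 had the same direction there, and 109 had an unadjusted p below 0.05. All 10 genes of the fit of 18 libraries were among the 141. Equal replicate numbers of the 2 genotypes were also fitted as a block within each tissue. Across genes, the deviations of same-numbered *Fgfr2 +/S252W* and *Fgfr2+/+* bone libraries from their group means correlated at 0.068 on average (range -0.12 to 0.20). Of the 6 ways to match the libraries of the genotypes, 3, the equal numbers included, gave a mean as high, so the check does not show that equal numbers are pairs. The block gave 7 genes with 18 libraries and 554 genes with the 6 bone libraries.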

We identified 122 genes that were significantly differentially expressed in the mandibular bone of *Fgfr2^+/S252W^* embryos compared to their *Fgfr2^+/+^* littermates (Table S3). Sixty-seven differentially expressed genes (DEGs) were upregulated and 55 DEGs were downregulated in the mutant (Fig. 3B,C). 

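Of the 10 genes that passed in the fit of 18 libraries, 4 were higher and 6 were lower in *Fgfr2 +/S252W* bone, and in the fit of the 6 bone libraries 75 were higher and 66 were lower. In each of the 10 genes the 3 *Fgfr2 +/S252W* libraries did not overlap the 3 *Fgfr2+/+* libraries (two-sided exact permutation test, whose smallest p with 3 against 3 is 0.1). *Slc37a2* (ENSMUSG00000032122, chromosome 9 from 37229149 to 37255738) had 111 ± 17.0 normalized counts (SD, n = 3) in *Fgfr2 +/S252W* bone and 49.7 ± 15.8 (SD, n = 3) in *Fgfr2+/+* bone. Its log2 fold change was 1.20 (SE 0.23, limma adjusted p = 0.0483), and it stayed between 0.91 and 1.40 with each bone library left out in turn. *Slc37a2* passed the threshold in 1 of these 6 fits, with adjusted p-values from 0.0127 to 0.484 (limma). For *Gnptab* (ENSMUSG00000035311, chromosome 10 from 88379132 to 88447329) the values were 99.0 ± 6.40 and 53.96 ± 9.12 (SD, n = 3), with a log2 fold change of 0.89 (SE 0.16, limma adjusted p = 0.0452). *Xpr1* (ENSMUSG00000026469, chromosome 1 from 155275701 to 155417415) rose from 159 ± 15.3 to 270.5 ± 16.3 normalized counts (SD, n = 3), with a log2 fold change of 0.77 (SE 0.14, limma adjusted p = 0.0483). The largest decrease was that of *Tppp3* (ENSMUSG00000014846, chromosome 8 from 105467493 to 105471526), at 1.18 ± 0.140 against 8.06 ± 2.98 normalized counts (SD, n = 3). This is a log2 fold change of -2.65 (SE 0.43, limma adjusted p = 0.0194), from 20 to 162 fragments per library. *Lyz2* (ENSMUSG00000069516, chromosome 10 from 117277334 to 117282274), whose fragments shared with its paralog *Lyz1* were not counted, fell by 1.47 on the log2 scale (SE 0.28, limma adjusted p = 0.0483). *Rpl15* (ENSMUSG00000012405, chromosome 14 from 18267823 to 18271391), a ribosomal protein gene, fell by 0.89 (SE 0.17, limma adjusted p = 0.0483). With 18 libraries, the replicate block (mean correlation of same-numbered bone libraries 0.068) gave an adjusted p for *Tppp3* of 0.0102, and for *Slc37a2*, *Gnptab*, *Xpr1*, *Lyz2* and *Rpl15* of between 0.0508 and 0.0612 (limma). The adjusted p of these 6 genes with the block in the 6 bone libraries was at most 0.00289 (limma).

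**Figure D2:**
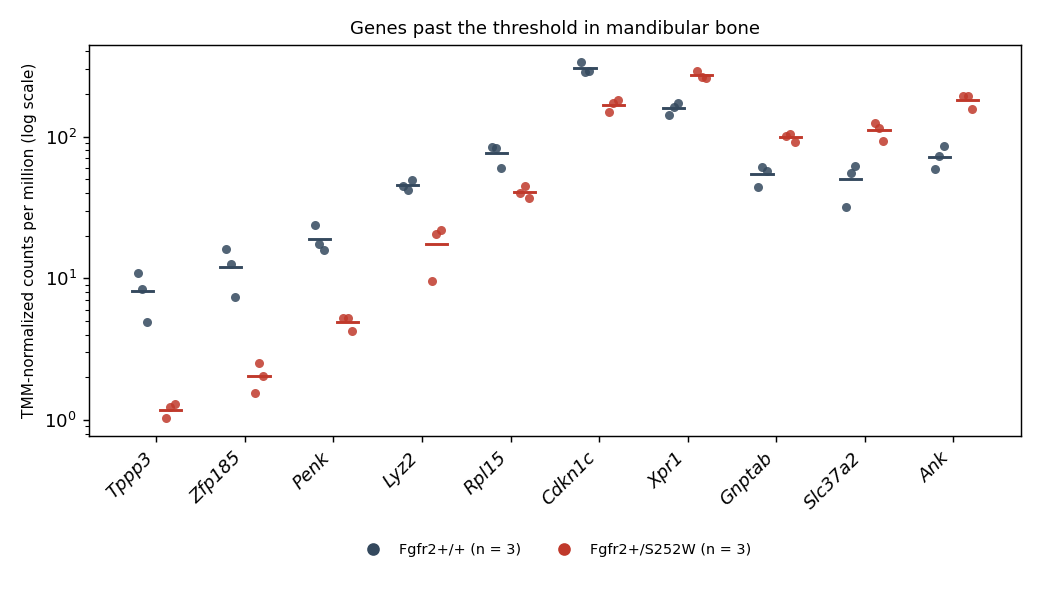
TMM-normalized CPM (log scale) of the 10 genes past the threshold in mandibular bone, with 1 point per library (n = 3 per genotype) and a bar at the mean. In each gene the *Fgfr2 +/S252W* points lie all above or all below the *Fgfr2+/+* points.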

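Of the 7 genes labeled on the left of the volcano plot in Fig. 3C, all 7 were lower in *Fgfr2 +/S252W* bone, with unadjusted p below 0.05 for 7 of 7, and 3 passed the threshold with 18 libraries. *Penk* (ENSMUSG00000045573, chromosome 4 from 4133531 to 4138819) had 4.93 ± 0.604 normalized counts (SD, n = 3) in *Fgfr2 +/S252W* bone against 18.996 ± 4.18 (SD, n = 3), a log2 fold change of -1.92 (SE 0.29, limma adjusted p = 0.0116). *Zfp185* (ENSMUSG00000031351, chromosome X from 72987339 to 73031543) changed by -2.47 (SE 0.45, limma adjusted p = 0.0452). *Cdkn1c* (ENSMUSG00000037664, chromosome 7 from 143458350 to 143461050) changed by -0.87 (SE 0.16, limma adjusted p = 0.0452). With 18 libraries, the replicate block (mean correlation of same-numbered bone libraries 0.068) moved the adjusted p of *Cdkn1c* to 0.0508, and that of *Penk* to 0.0102 and *Zfp185* to 0.0326, and with the 6 bone libraries all 3 were at most 0.00128 (limma). *Mfap4* (ENSMUSG00000042436, chromosome 11 from 61485431 to 61488900) and *Acta2* (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255336) had log2 fold changes of -1.14 (limma adjusted p = 0.135) and -1.15 (limma adjusted p = 0.191). *Hba-a2* (ENSMUSG00000069917, chromosome 11 from 32296489 to 32297298) changed by -1.61 (limma adjusted p = 0.164), and its level is uncertain because it shares reads with *Hba-a1*. *C1qb* (ENSMUSG00000036905, chromosome 4 from 136880129 to 136886187) changed by -2.25 (limma adjusted p = 0.324) and rests on 17 to 83 fragments per library. On the right of the plot, 7 genes are labeled, of which 4 were kept by the filter over 18 libraries, all 4 were higher in *Fgfr2 +/S252W* bone and 1, *Ank*, passed. *Srgap3* (ENSMUSG00000030257, chromosome 6 from 112717971 to 112947266) had a log2 fold change of 1.29 (SE 0.26, limma adjusted p = 0.0754). *Ptpn13* (ENSMUSG00000034573, chromosome 5 from 103425192 to 103598359) and *Megf10* (ENSMUSG00000024593, chromosome 18 from 57133090 to 57297467) were not kept by the filter over 18 libraries, and in the fit of the 6 bone libraries they had log2 fold changes of 1.14 (limma adjusted p = 0.00244) and 0.93 (limma adjusted p = 0.00782). In the fit of the 6 bone libraries, 7 of 7 genes on each side passed. The paper chose these labels from the same bone libraries, so their direction and passing are no independent result. With filterByExpr as the filter over 18 libraries, 7 of the 7 genes on the right were kept and 5 passed, and 3 of the 7 on the left passed.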

Gene ontology (GO) analysis of DEGs in biological process (Fig. S6A) and cellular component (Fig. S6B) identified several GO terms including osteoclast differentiation (GO:0030316), bone remodeling (GO:0046849), bone resorption (GO:0045453), ossification (GO:0001503), and extracellular matrix (GO:0031012), all relevant to the histological phenotype of *Fgfr2^+/S252W^* embryonic mandibles. No significant DEGs were found in MC of *Fgfr2^+/S252W^* embryos compared to their *Fgfr2^+/+^* littermates (data not shown).

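In MC, 0 of the 11469 genes passed the threshold between *Fgfr2 +/S252W* and *Fgfr2+/+* embryos (n = 3 per genotype), and 1761 genes had an unadjusted p below 0.05. The smallest adjusted p-values were those of *Coa5* (ENSMUSG00000026112, chromosome 1 from 37417084 to 37430103), with a log2 fold change of -1.28 (SE 0.21, limma adjusted p = 0.0532), and *Mob1b* (ENSMUSG00000006262, chromosome 5 from 88720855 to 88762058), with -1.31 (SE 0.23, limma adjusted p = 0.0790). DESeq2 moved the count most, to 417 genes, and edgeR's quasi-likelihood test gave 90. The 6 MC libraries fitted alone gave 0 genes, with 867 at an unadjusted p below 0.05. Same-numbered *Fgfr2 +/S252W* and *Fgfr2+/+* libraries of MC correlated at -0.090 on average, the lowest mean of the 6 ways to match them. With the replicate block the count was 0 in both fits, with 2042 genes at an unadjusted p below 0.05 in the fit of 18 libraries and 701 in the fit of 6. Counts were simulated from the means, depths and dispersions of the libraries, with 200 genes per tissue changed by 1 or 2 on the log2 scale in each of 5 data sets. For changes of 1, the fit of 18 libraries recovered 111 of 483 genes in MC, which is 23.0%. For changes of 2, it recovered 70.6%. Of its 639 calls in simulated MC, 29.7% were false, so the threshold of 0.05 was not held there. In the fit of the 6 MC libraries 5.36% of the calls were false, and 5.44% of the changes of 1 were recovered. A change of this size was thus mostly not detectable in MC at this depth and spread. The difference between the tissues was tested with the interaction of genotype and tissue, and 6 genes had a genotype effect that differed between bone and MC (limma adjusted p below the threshold), against 1 gene with the replicate block.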

### Increased osteoclastogenesis in *Fgfr2^+/S252W^* hemimandibles

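Of the 8 osteoclast genes *Acp5*, *Calcr*, *Csf1r*, *Ctsk*, *Il1r1*, *Itgb3*, *Oscar* and *Tnfrsf11a*, 5 were kept by the filter over 18 libraries, and *Calcr*, *Il1r1* and *Oscar* were not. All 5 were higher in *Fgfr2 +/S252W* bone, with log2 fold changes from 0.73 to 1.12 and an unadjusted p below 0.05 for 5 of 5. Their adjusted p-values lay between 0.0763 and 0.251 (limma), so 0 passed the threshold, and 0 passed with the replicate block (mean correlation of same-numbered bone libraries 0.068). In the fit of the 6 bone libraries, 8 of 8 passed, and 8 of 8 with the block. Without the block they had log2 fold changes from 0.72 to 1.39 and adjusted p-values from 0.00917 to 0.0460 (limma). In each of the 8 genes the 3 *Fgfr2 +/S252W* libraries lay above the 3 *Fgfr2+/+* libraries. The paper named these genes as changed in the same bone libraries, so their direction and passing are no independent result. *Csf1r* (ENSMUSG00000024621, chromosome 18 from 61105572 to 61132149) had 116 ± 17.8 normalized counts (SD, n = 3) in *Fgfr2 +/S252W* bone and 59.9 ± 1.54 (SD, n = 3) in *Fgfr2+/+* bone. Its log2 fold change was 0.94 (SE 0.20, limma adjusted p = 0.0763). *Itgb3* (ENSMUSG00000020689, chromosome 11 from 104608000 to 104670476) had 189 ± 34.3 against 88.5 ± 25.95 normalized counts (SD, n = 3), with a log2 fold change of 1.12 (SE 0.31, limma adjusted p = 0.251). *Ctsk* (ENSMUSG00000028111, chromosome 3 from 95499286 to 95509362), with 695 ± 99.7 and 419 ± 46.6 normalized counts (SD, n = 3), and *Acp5* (ENSMUSG00000001348, chromosome 9 from 22126731 to 22135746), with 283 ± 35.9 and 162 ± 19.9, were the most abundant of the 8. *Tnfrsf11a* (ENSMUSG00000026321, chromosome 1 from 105780723 to 105847981) had a log2 fold change of 0.89. *Calcr* (ENSMUSG00000023964, chromosome 6 from 3685677 to 3764713) had 18.7 ± 4.52 and 6.89 ± 0.483 normalized counts (SD, n = 3), from 92 to 451 fragments per library. *Il1r1* (ENSMUSG00000026072, chromosome 1 from 40225080 to 40316198) and *Oscar* (ENSMUSG00000054594, chromosome 7 from 3609813 to 3616157) had log2 fold changes of 0.79 and 1.22 in the fit of the 6 bone libraries. Between bone and MC, the genotype effect on *Csf1r* differed by 0.10 on the log2 scale (limma interaction, adjusted p = 0.949), and that on *Itgb3* by 2.17 (limma interaction, adjusted p = 0.384).

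**Figure D3:**
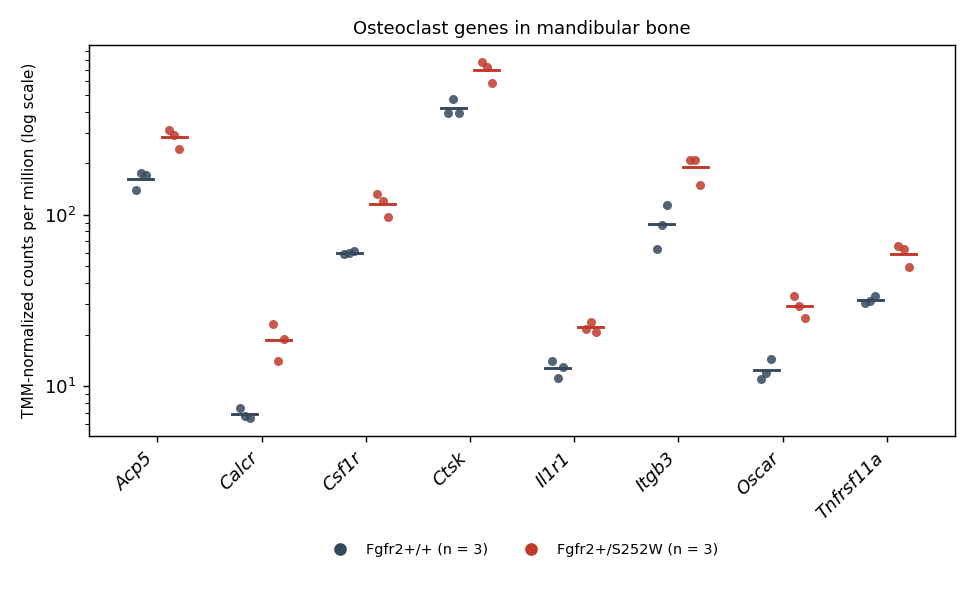
TMM-normalized CPM (log scale) of 8 osteoclast genes in mandibular bone, with 1 point per library (n = 3 per genotype) and a bar at the mean. All *Fgfr2 +/S252W* points lie above the *Fgfr2+/+* points of the same gene.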

A group of genes active in osteoclastogenesis, including *Acp5*, *Calcr*, *Csf1r*, *Ctsk*, *Il1r1*, *Itgb3*, *Oscar* and *Tnfrsf11a* (Table S3), were identified by transcriptome analysis as significantly upregulated in *Fgfr2^+/S252W^* embryos relative to their *Fgfr2^+/+^* littermates. To validate our sequencing analyses, we tested the expression of *Csfr1* and *Itgb3*, critical regulators of the osteoclast lineage, using section *in situ* hybridization (ISH) at E16.5. *Csf1r* encodes a tyrosine kinase growth factor that is the receptor for the ligand colony stimulating factor 1 (CSF1). CSF1R-mediated signaling plays an important role in osteoclastogenesis and *Csf1r^−/−^* mice exhibit severe osteoclast deficiency (Dai et al., 2002). Integrin beta 3, encoded by *Itgb3*, forms a complex with integrin alpha V, and integrin αvβ3 is essential for normal osteoclast function (McHugh et al., 2000). ISH showed that *Csf1r* exhibited a scattered expression pattern in the mandibular area of *Fgfr2^+/+^* littermates (Fig. 4A,B), labeling preosteoclasts and osteoclasts in the mandible. In the mandible of *Fgfr2^+/S252W^* embryos, increased *Csf1r-*positive cells were detected (Fig. 4C,D), consistent with the results of the transcriptome analysis. Similarly, there was increased expression of *Itgb3* in the mandible of *Fgfr2^+/S252W^* embryos (Fig. 4G,H) relative to their *Fgfr2^+/+^* littermates (Fig. 4E,F), indicating increased expression of osteoclast genes in mice carrying the FGFR2 S252W mutation. To confirm this result, we analyzed the tartrate-resistant acid phosphatase (TRAP) activity as a functional osteoclastic marker. TRAP staining revealed increased osteoclastic activity in the mandibular tissues of *Fgfr2^+/S252W^* embryos relative to *Fgfr2^+/+^* littermates at E16.5 (Fig. 4I,J). The number of osteoclasts per bone area in mutant embryos was significantly increased compared to *Fgfr2^+/+^* littermates (Fig. 4K, 38.5±8.7 osteoclasts/mm^2^ for *Fgfr2^+/+^*, 117.9±12.3 osteoclasts/mm^2^ for *Fgfr2^+/S252W^*, *P*=0.0158; data are mean±s.e.m.), and the percentage of osteoclasts in the bone area was significantly increased (Fig. 4L, 2.61±0.23% for *Fgfr2^+/+^*, 7.19±0.89% for *Fgfr2^+/S252W^*, *P*=0.0288), suggesting higher bone resorption activity in mice carrying the mutation relative to the controls.

**Fig. 4.**
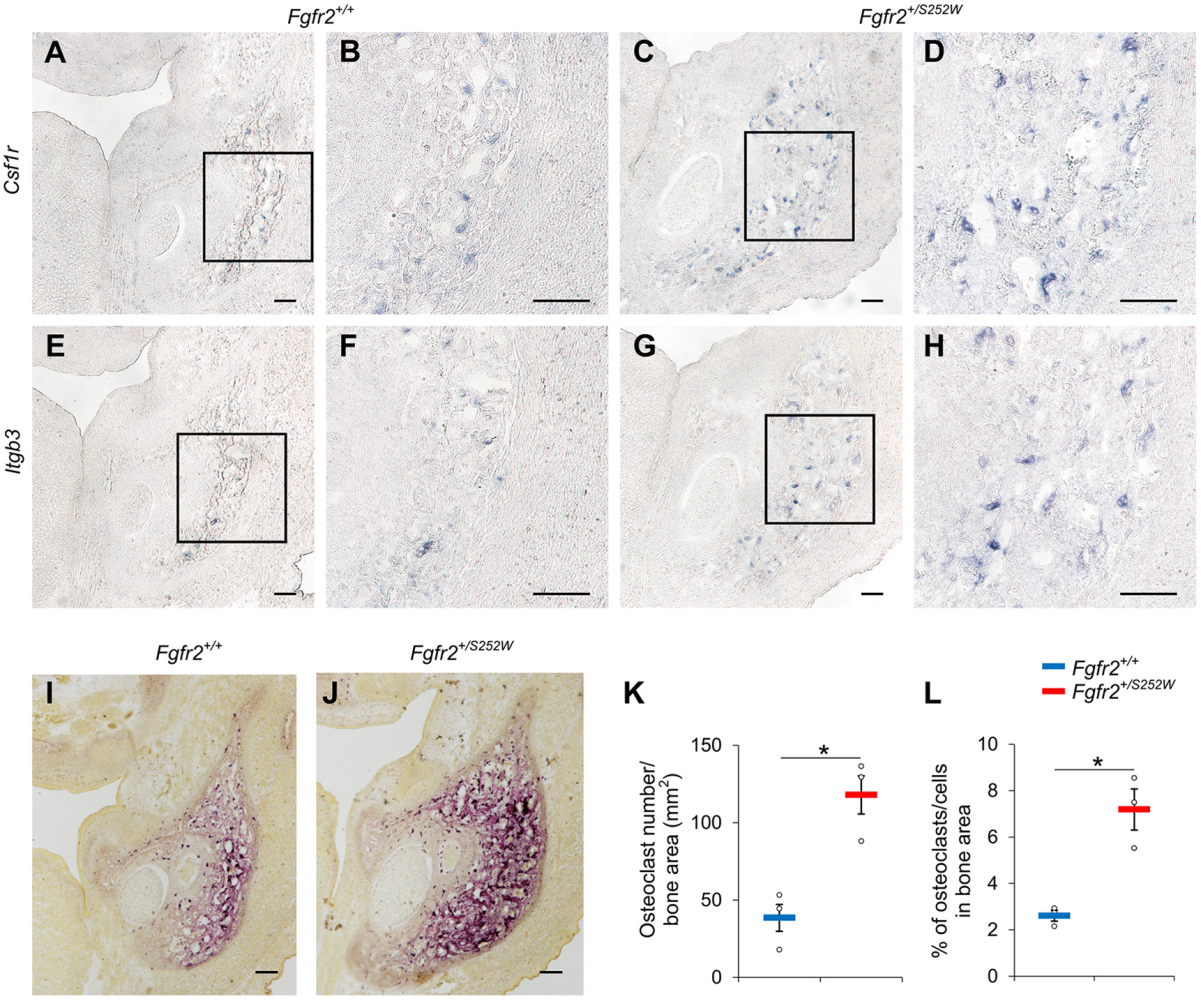
**Increased osteoclastogenesis in the mandibular bone of *Fgfr2^+/S252W^* embryos at E16.5.** (A-H) The differential expression of *Csf1r* and *Itgb3* in the mandible of *Fgfr2^+/+^* (A,B,E,F) and *Fgfr2^+/S252W^* (C,D,G,H) embryos were validated by *in situ* hybridization (ISH). B,D,F and H show higher magnification of the boxed areas in A,C,E and G, respectively. (I-J) TRAP assay stained osteoclasts (purple) in the mandible of *Fgfr2^+/+^* (I) and *Fgfr2^+/S252W^* (J) embryos. (K-L) Quantitative measurements of the density (K) and percentage (L) of osteoclasts in the bone area of *Fgfr2^+/+^* (*n*=3) and *Fgfr2^+/S252W^* (*n*=3) embryos. Data are mean±s.e.m. *P<0.05, two-tailed Welch's *t*-test. Scale bars: 100 µm.

To test whether increased osteoclastic activity in the mandible observed in the *Fgfr2^+/S252W^* mice was a common mechanism for mandibular dysmorphogenesis in the other FGFR2-related mouse models, we performed the TRAP assay (Fig. S7). The *Fgfr2^+/P253R^* embryos (Fig. S7C), like the *Fgfr2^+/S252W^* (Fig. 4J and Fig. S7B) embryos, showed increased osteoclastic activity compared with unaffected littermates (Fig. S7A). The *Fgfr2c^C342Y/+^* embryos showed increased staining in a smaller area of the mandible (Fig. S7E), which also exhibited impaired mineralization (Fig. S5H,L) compared to the unaffected littermates (Fig. S7D). The increase of osteoclastic activity was consistent to the relative magnitude of changes in mandibular morphology and histology in the three mouse models (*Fgfr2^+/S252W^*>*Fgfr2^+/P253R^*>*Fgfr2c^C342Y/+^*), indicating abnormal osteoclastogenesis in the mandible is an important process affecting the relative morphogenesis in FGFR2-related mouse models.

### Increased expression of *Enpp1* and *Ank*, and elevated inorganic pyrophosphate (PPi) concentration in *Fgfr2^+/S252W^* mandible

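The 8 genes *Aspn*, *Chrdl1*, *Igf1*, *Mgp*, *Ptn*, *Sfrp2*, *Thbs3* and *Tnn* were all kept in the fit of 18 libraries, and all 8 were lower in *Fgfr2 +/S252W* bone, with log2 fold changes between -1.55 and -0.77. Their unadjusted p was below 0.05 for 7 of the 8, and their adjusted p-values lay between 0.0763 and 0.625 (limma), so 0 passed the threshold. In the replicate block with 18 libraries 1 passed, *Aspn* (limma adjusted p = 0.0376), and with the 6 bone libraries 8 of 8 passed (mean correlation of same-numbered bone libraries 0.068). In the fit of the 6 bone libraries 8 of 8 passed, with adjusted p-values from 0.0119 to 0.0462 (limma). The 3 *Fgfr2 +/S252W* libraries lay below the 3 *Fgfr2+/+* libraries in each of the 8 genes. The paper named these genes as changed in the same bone libraries, so their direction and passing are no independent result. Connective tissue genes (mean -0.75, 10 of 12 lower) and skeletal muscle genes (mean -3.04, 7 of 7 lower) were also lower in mutant bone. As a group, decreases in bone thus cannot be told apart from a difference in captured tissue. For single genes this was not tested. *Aspn* (ENSMUSG00000021388, chromosome 13 from 49544443 to 49567557) had 72.6 ± 3.00 normalized counts (SD, n = 3) in *Fgfr2 +/S252W* bone and 227 ± 88.6 (SD, n = 3) in *Fgfr2+/+* bone, where replicates 1 and 2 had 275 and 281 and replicate 3 had 125. *Ptn* (ENSMUSG00000029838, chromosome 6 from 36715663 to 36811361) showed the same spread in *Fgfr2+/+* bone, with 249, 256 and 143 normalized counts in replicates 1, 2 and 3, against 110.2 ± 7.22 (SD, n = 3) in *Fgfr2 +/S252W* bone. The difference between *Fgfr2+/+* replicates 2 and 3 in these genes was thus larger than that between *Fgfr2+/+* replicate 3 and the *Fgfr2 +/S252W* mean. *Igf1* (ENSMUSG00000020053, chromosome 10 from 87858265 to 87937042) had 44.5 ± 7.53 against 109.8 ± 35.5 (SD, n = 3). *Thbs3* (ENSMUSG00000028047, chromosome 3 from 89215180 to 89226837) had 7.44 ± 1.30 against 16.3 ± 0.860 (SD, n = 3), a difference larger than the spread between replicates, with a log2 fold change of -1.14 (SE 0.29, limma adjusted p = 0.182). *Chrdl1* (ENSMUSG00000031283, chromosome X from 143285674 to 143394262) changed by -0.83 and *Mgp* (ENSMUSG00000030218, chromosome 6 from 136872436 to 136875805) by -1.21 on the log2 scale. *Sfrp2* (ENSMUSG00000027996, chromosome 3 from 83766321 to 83774316) changed by -1.16, and *Tnn* (ENSMUSG00000026725, chromosome 1 from 160085036 to 160153580), with an unadjusted p of 0.0543 from limma's fit across all genes before adjustment (adjusted p = 0.625), by -0.77.

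**Figure D4:**
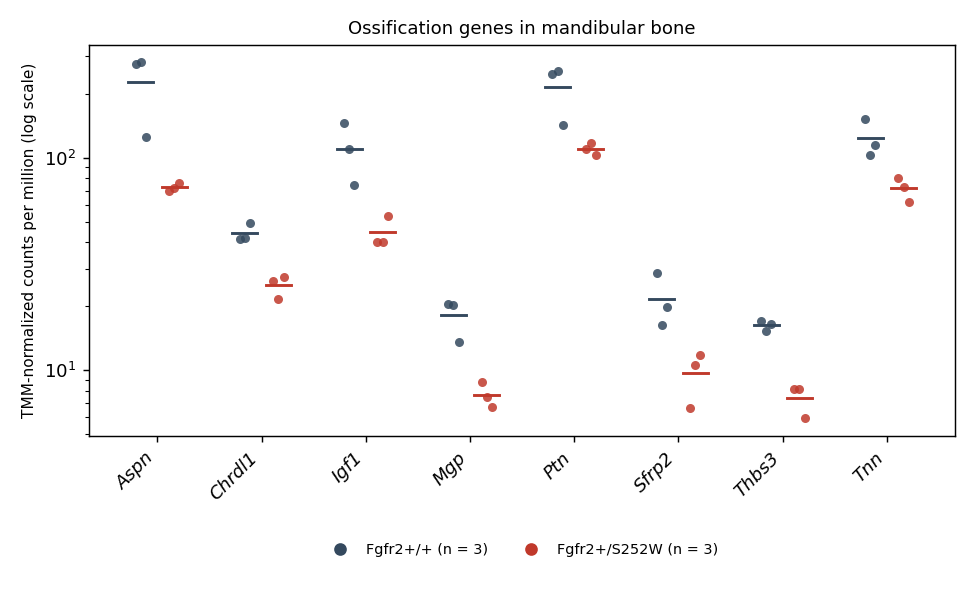
TMM-normalized CPM (log scale) of 8 ossification genes in mandibular bone, with 1 point per library (n = 3 per genotype) and a bar at the mean. All *Fgfr2 +/S252W* points lie below the *Fgfr2+/+* points of the same gene.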

GO analysis (Fig. S6) showed that the expression of many genes that contribute to ossification (GO:0001503) were downregulated in the mandible of *Fgfr2^+/S252W^* embryos, including *Aspn*, *Chrdl1*, *Igf1*, *Mgp*, *Ptn*, *Sfrp2*, *Thbs3* and *Tnn*, suggesting that osteogenesis was inhibited in the *Fgfr2^+/S252W^* mandible. Mineralization plays a pivotal role in bone formation and is initiated within matrix vesicles (MVs), in which Ca^2+^ ions and inorganic phosphate (Pi) crystallize to form hydroxyapatite (HA). The extracellular PPi (ePPi) adsorbs tightly to HA and potently antagonizes the ability of Pi to crystallize with calcium to form HA, inhibiting HA crystal propagation (Terkeltaub, 2001). *Enpp1* and *Ank* are essential in regulating levels of PPi (Mackenzie et al., 2012). *Enpp1* is expressed in differentiated osteoblasts and encodes ectonucleotide pyrophosphatase/phosphodiesterase 1 (ENPP1) protein that influences matrix mineralization by increasing extracellular levels of PPi and regulates osteoblast differentiation (Nam et al., 2011). *Enpp1* is essential for normal bone development and control of physiological bone mineralization, and *Enpp1^−/−^* mice are characterized by severe disruption to the architecture and mineralization of long bones, dysregulation of calcium/phosphate homeostasis and changes in *Fgf23* expression (Mackenzie et al., 2012). *Ank* encodes the progressive ankylosis protein, which is a highly conserved transmembrane pyrophosphate transporter that channels PPi into the extracellular matrix (Chen et al., 2011). Mutations located in cytoplasmic domains close to the C terminus of the human homolog of the *Ank* gene (*ANKH*) were identified for the autosomal dominant form of craniometaphyseal dysplasia (CMD) (Nürnberg et al., 2001; Reichenberger et al., 2001). Overexpression of *Ank* in tissue culture cells leads to an increase in the total level of ePPi (Ho et al., 2000).

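*Enpp1* (ENSMUSG00000037370) lies on chromosome 10 from 24637914 to 24712158 and *Ank* (ENSMUSG00000022265) on chromosome 15 from 27466677 to 27594909. In mandibular bone, *Enpp1* had 395 ± 45.3 normalized counts (SD, n = 3) in *Fgfr2 +/S252W* embryos and 112 ± 30.3 (SD, n = 3) in *Fgfr2+/+* embryos, from 1303 to 10005 fragments per library. The log2 fold change was 1.84 (SE 0.41, limma adjusted p = 0.0933) with 18 libraries, and the gene stood at rank 25 of all genes by p. In the fit of the 6 bone libraries it was 1.83 (SE 0.18, limma adjusted p = 0.00217), at rank 1. *Ank* had 182 ± 22.1 against 72.2 ± 13.2 normalized counts (SD, n = 3), from 879 to 4386 fragments per library. Its log2 fold change was 1.34 (SE 0.18, limma adjusted p = 0.00278) with 18 libraries, at rank 1 by p, and 1.33 (SE 0.15, limma adjusted p = 0.00288) with the 6 bone libraries, at rank 6. With the replicate block (mean correlation of same-numbered bone libraries 0.068), the adjusted p was 0.154 for *Enpp1* and 0.0205 for *Ank* with 18 libraries, and 4.81e-06 and 7.76e-05 with the 6 bone libraries (limma). Leaving out each bone library in turn gave log2 fold changes from 1.67 to 2.05 for *Enpp1* and from 1.20 to 1.47 for *Ank*. In these 6 fits with 18 libraries less 1, *Enpp1* passed the threshold in 1 (limma adjusted p from 0.0422 to 0.604). *Ank* passed in 5 (limma adjusted p from 0.00197 to 0.0559). Libraries scaled by their total counts alone gave the largest change for *Ank*, a log2 fold change of 1.52, and it then did not pass the threshold. All 3 *Fgfr2 +/S252W* bone libraries lay above all 3 *Fgfr2+/+* bone libraries in both genes. In MC the log2 fold change was 0.60 (SE 0.64, limma adjusted p = 0.692) for *Enpp1* and 0.38 (SE 0.30, limma adjusted p = 0.562) for *Ank*. The genotype effects in bone and MC differed by 1.24 for *Enpp1* (limma interaction, adjusted p = 0.557) and by 0.95 for *Ank* (limma interaction, adjusted p = 0.342), so a difference between the tissues was not detectable.

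**Figure D5:**
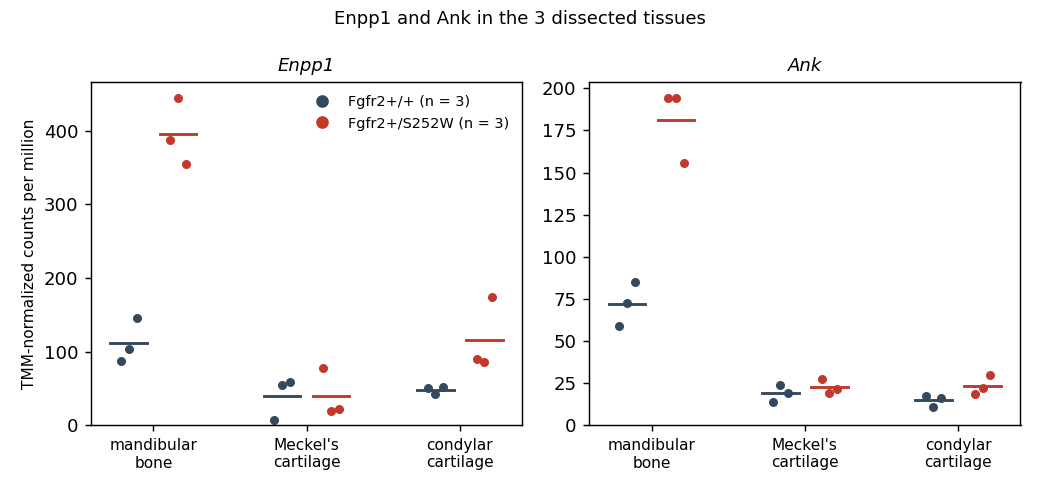
TMM-normalized CPM of *Enpp1* and *Ank* in the 3 dissected tissues, with 1 point per library (n = 3 per genotype) and a bar at the mean. In mandibular bone the *Fgfr2 +/S252W* points lie between 354 and 443 for *Enpp1* and between 156 and 194 for *Ank*, above all *Fgfr2+/+* points.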

*Enpp1* and *Ank* were among the most significantly upregulated genes in the mandible of *Fgfr2^+/S252W^* embryos at E16.5 (Fig. 3C), with log_2_ fold change of 1.83 and 1.33, respectively (Fig. 3C and Table S3). The differential expression was validated using ISH (Fig. 5A-H). To test whether upregulated expression of *Enpp1* and *Ank* was associated with elevated PPi levels, the E16.5 mandibles were dissected and the weight and amount of PPi were quantified (Fig. 5I,J). The weight of *Fgfr2^+/S252W^* mandibles (3.75±0.48 mg) was significantly lower than controls (5.41±0.51 mg), whereas PPi concentrations in the mutant embryonic mandibles were higher (4.22±0.93 nmol/mg) relative to those of the *Fgfr2^+/+^* littermates (1.52±0.37 nmol/mg). These findings suggest that genes that were transcriptionally dysregulated by the FGFR2 S252W mutation changed the Pi/PPi balance toward reduced bone formation and mineralization.

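Other genes linked to phosphate, PPi or mineralization were measured in the same bone libraries. They were listed before the data were examined and are not all the genes of phosphate handling. Of the 7 genes *Alpl*, *Phospho1*, *Slc20a1*, *Slc20a2*, *Spp1*, *Entpd5* and *Smpd3*, 0 passed the threshold and 0 had an unadjusted p below 0.05 between *Fgfr2 +/S252W* and *Fgfr2+/+* bone. Their log2 fold changes lay between -0.66 and 0.63. *Alpl* (ENSMUSG00000028766, chromosome 4 from 137741733 to 137796384), which encodes tissue-nonspecific alkaline phosphatase, had 529 ± 25.9 normalized counts (SD, n = 3) in *Fgfr2 +/S252W* bone and 519 ± 107 (SD, n = 3) in *Fgfr2+/+* bone. Its log2 fold change was 0.04 (SE 0.59, limma adjusted p = 0.996), smaller than the spread between replicates. *Spp1* (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) had 3937 ± 831 and 2510.3 ± 362 normalized counts (SD, n = 3), a log2 fold change of 0.63 (SE 0.55, limma adjusted p = 0.854), and it was the only one of the 7 with all 3 *Fgfr2 +/S252W* libraries above all 3 *Fgfr2+/+* libraries. *Phospho1* (ENSMUSG00000050860, chromosome 11 from 95824499 to 95832140) changed by -0.66 and *Slc20a1* (ENSMUSG00000027397, chromosome 2 from 129198764 to 129211616) by 0.51 on the log2 scale, each with an adjusted p above the threshold (limma, 0.697 and 0.678). The log2 fold changes of *Slc20a2*, *Entpd5* and *Smpd3* were 0.05, -0.03 and -0.07. In the fit of the 6 bone libraries 0 of the 7 passed, and 2 had an unadjusted p below 0.05, *Spp1* (limma adjusted p = 0.148) and *Slc20a1* (limma adjusted p = 0.278). The SE of *Alpl* was 0.15 in that fit, and its log2 fold change was 0.04 there too. With the replicate block (mean correlation of same-numbered bone libraries 0.068), the adjusted p of *Spp1* was 0.0544 in the fit of 6 and 0.777 in that of 18 (limma). For the Spp1 log2 fold change in bone, a correction for gene length added to the block in the fit of 6, chosen after seeing the data, gave an adjusted p of 0.0323 (limma). Across the 7 genes the mean log2 fold change was 0.07 in the fit of 18 libraries (camera of limma, adjusted p = 0.874, 4 of 7 genes higher). From the increased expression of *Enpp1* and *Ank*, the ISH of both genes and the higher PPi concentration of *Fgfr2 +/S252W* mandibles, the paper proposes that the balance of Pi and PPi moved toward less bone formation and mineralization.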

**Fig. 5.**
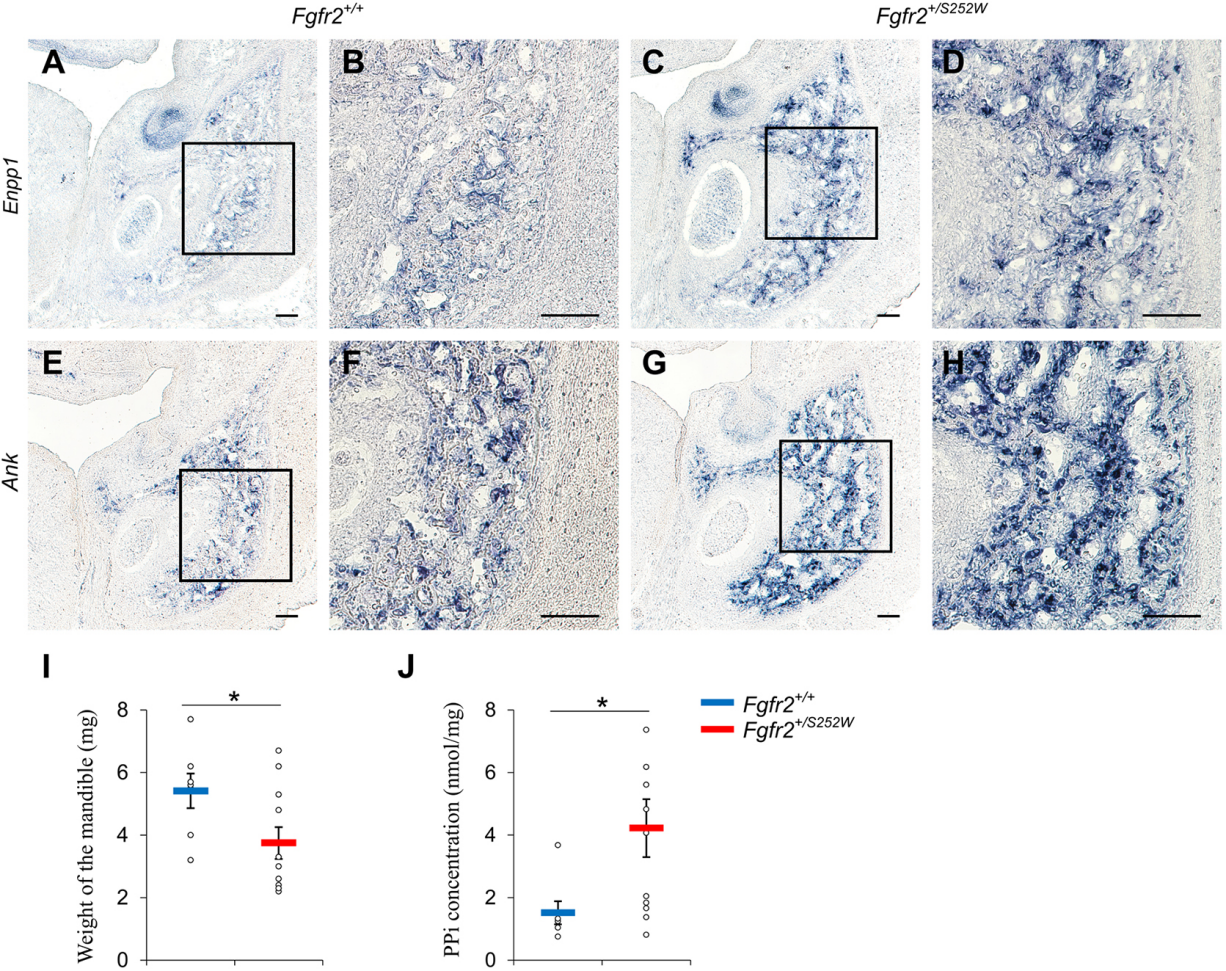
**Increased expression of *Enpp1* and *Ank* and elevated PPi concentration in the mandible of *Fgfr2^+/S252W^* embryos at E16.5.** (A-H) RNA expression of *Enpp1* and *Ank* in the mandible of *Fgfr2^+/+^* littermate (A,B,E,F) and *Fgfr2^+/S252W^* embryos (C,D,G,H) was validated using ISH. B,D,F and H show higher magnification of the boxed areas in A,C,E and G, respectively. The weight of the mandible (I) and PPi concentration in the mandible (J) were measured for *Fgfr2^+/+^* littermates (*n*=7) and *Fgfr2^+/S252W^* (*n*=11) embryos at E16.5. Data are mean±s.e.m. *P<0.05, two-tailed Welch's *t*-test. Scale bars: 100 µm.

### Increased proliferation of osteoblasts and chondrocytes in the mandible of *Fgfr2^+/S252W^* embryos

The osteogenic tissue and MC of *Fgfr2^+/S252W^* embryos at E16.5 were enlarged relative to their littermates that did not carry the mutation (Fig. 2B). IHC for RUNX2 as an osteoblast marker confirmed that osteoblasts are increased in the osteogenic region of *Fgfr2^+/S252W^* embryos (Fig. 6A). However, there is no indication of this from RNA-seq analysis of mandibular bone or MC at E16.5, suggesting that the molecular changes resulting from the FGFR2 S252W mutation might have occurred at an earlier stage to cause the enlargement. 

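In mandibular bone, *Runx2* (ENSMUSG00000039153, chromosome 17 from 44604001 to 44814797) had 538 ± 57.1 normalized counts (SD, n = 3) in *Fgfr2 +/S252W* embryos and 428 ± 55.5 (SD, n = 3) in *Fgfr2+/+* embryos, a log2 fold change of 0.33 (SE 0.38, limma adjusted p = 0.913). In MC it had 189 ± 107 and 223 ± 202 (SD, n = 3), a log2 fold change of -0.06 (SE 0.44, limma adjusted p = 0.968). Leaving out each MC library in turn moved this value between -0.64 and 0.76, so its direction rests on single libraries. Of 15 osteoblast genes, 13 were kept with 18 libraries and 0 passed in bone, with 1 at an unadjusted p below 0.05. With the 6 bone libraries, 15 were kept and 0 passed, with 6 at an unadjusted p below 0.05 and a smallest adjusted p of 0.0573 (limma). *Runx2* (SE 0.14, limma adjusted p = 0.287) and *Sox9* (SE 0.15, limma adjusted p = 0.306) had an unadjusted p below 0.05 in that fit. As a set, the 13 genes had a mean log2 fold change of 0.26 in bone (camera of limma, adjusted p = 0.794, 11 of 13 genes higher) and -0.37 in MC (adjusted p = 0.874, 5 of 13 higher). The 15 chondrocyte genes had a mean of 1.11 in MC (camera adjusted p = 0.587, 14 of 15 higher). With the preset correlation of 0.01, that adjusted p was 2.8e-05 (camera). Their mean log2 level in MC was 4.22, 6.51 and 6.65 in *Fgfr2+/+* replicates 1, 2 and 3. It was 7.82, 6.17 and 5.93 in the *Fgfr2 +/S252W* replicates, so the genotypes overlapped. *Sox9* (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) changed by 0.33 in bone (SE 0.42, limma adjusted p = 0.930) and by 1.07 in MC (SE 0.42, limma adjusted p = 0.239). In MC its 80.0 ± 22.0 normalized counts in *Fgfr2 +/S252W* embryos and 52.8 ± 33.3 in *Fgfr2+/+* embryos (SD, n = 3) overlapped. The *Fgfr2+/+* MC libraries had 15.1, 77.9 and 65.4 in replicates 1, 2 and 3. Leaving out each MC library in turn moved the log2 fold change of *Sox9* in MC between 0.16 and 1.52. None of 27 cell cycle genes passed in bone in either fit, and 0 had an unadjusted p below 0.05 with 18 libraries and 3 with the 6 bone libraries. With 18 libraries, 7 of the 27 were higher and 20 lower in bone, with a mean log2 fold change of -0.12 (camera adjusted p = 0.874). In MC the mean was 0.0049 (camera adjusted p = 0.994, 11 of 27 higher). The highest log2 fold change of the 27 in bone was that of *Mki67*. *Mki67* (ENSMUSG00000031004, chromosome 7 from 135689788 to 135716379) changed by 0.21 in bone (SE 0.25, limma adjusted p = 0.920) and by 0.38 in MC (SE 0.27, limma adjusted p = 0.524). With a correction for gene length its value in bone was -0.02. *Fgfr2* itself (ENSMUSG00000030849, chromosome 7 from 130162451 to 133123350) had log2 fold changes of -0.02 in bone (SE 0.23, limma adjusted p = 0.995) and -0.31 in MC (SE 0.24, limma adjusted p = 0.553). *Alpl* changed by -0.20 in MC (SE 0.78, limma adjusted p = 0.928). The replicate block (mean correlation of same-numbered bone libraries 0.068) gave adjusted p-values in bone between 0.906 and 0.993 for *Runx2*, *Sox9*, *Mki67* and *Fgfr2* with 18 libraries, and of 0.224, 0.259, 0.481 and 0.940 with the 6 bone libraries (limma).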

As osteoblasts with the FGFR2 S252W mutation have an increased capacity for proliferation and differentiation *in vitro* (Holmes et al., 2009; Yang et al., 2008) and FGF signaling plays an important role in chondrocyte proliferation (Brewer et al., 2016), we hypothesized that the FGFR2 S252W mutation would increase cell proliferation during the earlier stages of mandible development, resulting in increased cell numbers and enlargement of the osteogenic tissue and MC. To test this, the EdU assay was performed at E12.5 when ALP, an early osteoblast marker, can be detected in the jaw (Funato et al., 2016) and adjacent mesenchymal cells are condensing to form MC (Parada and Chai, 2015). RUNX2 was used as a marker for osteoblasts (Fig. 6B), and chondrocytes in the MC were visualized by staining for SOX9 (Fig. 6D), which was strongly expressed in immature/proliferating chondrocytes (Leung et al., 2011). The percentage of proliferating cells (EdU-positive) in osteoblasts (SOX9-positive) of *Fgfr2^+/S252W^* embryos was 59.7±2.1%, significantly increased compared with 45.7±2.0% in *Fgfr2^+/+^* littermates (Fig. 6C). The percentage of proliferating cells (EdU-positive) in MC (SOX9-positive) of *Fgfr2^+/S252W^* embryos was 57.4±6.1%, significantly increased compared with 32.6±3.7% in *Fgfr2^+/+^* littermates (Fig. 6E).

**Fig. 6.**
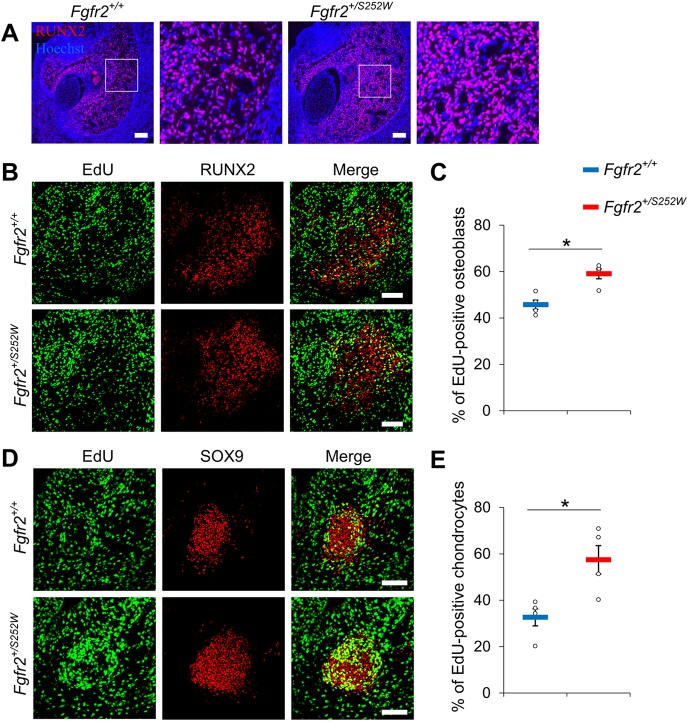
**Increased cell proliferation of osteoblasts and chondrocytes in the mandible of *Fgfr2^+/S252W^* embryos.** (A) The osteoblasts in the mandibular bone at E16.5 were visualized using IHC for RUNX2. Boxed areas are shown at higher magnification on the right, respectively. (B) Double staining with EdU assay (green) and IHC for RUNX2 (red) at E12.5. (C) The percentage of proliferating osteoblasts (EdU-positive) in the total osteoblasts (RUNX2-positive) is shown for *Fgfr2^+/+^* (*n*=4) and *Fgfr2^+/S252W^* (*n*=4) embryos. (D) EdU assay (green) with IHC for SOX9 (red) in MC at E12.5. (E) The percentage of proliferating cells (EdU-positive) in MC (SOX9-positive) is shown for *Fgfr2^+/+^* (*n*=4) and *Fgfr2^+/S252W^* (*n*=4) embryos. Data are mean±s.e.m. *P<0.05, two-tailed Welch's *t*-test. Scale bars: 100 µm.

As apoptosis is another possible mechanism affecting cell numbers, the TdT-mediated dUTP nick end labeling (TUNEL) assay was performed on the mandible of *Fgfr2^+/S252W^* and *Fgfr2^+/+^* embryos at E16.5. TUNEL signal was detected in the mandibular bone of both groups (Fig. S8A). No apoptotic chondrocytes in MC were observed but signals were detected in perichondrium (Fig. S8A), similar to a previous study on normal MC development (Amano et al., 2010). Quantitative analysis shows insignificant increase of TUNEL-positive cells in mandibular bone (Fig. S8B, 33.1±5.7 for *Fgfr2^+/+^* and 60.3±7.8 for *Fgfr2^+/S252W^*, *P*=0.089) and perichondrium (Fig. S8C, 6.8±0.6 for *Fgfr2^+/+^* and 9.0±0.5 for *Fgfr2^+/S252W^*, *P*=0.083) of *Fgfr2^+/S252W^* embryos compared with *Fgfr2^+/+^* littermates, indicating that apoptosis does not contribute to the enlargement of the osteogenic tissue or MC.

## DISCUSSION

The findings of this study demonstrate that the 3D dysmorphology of hemimandibles of three FGFR2-related mouse models for craniosynostosis syndromes are easily distinguished from the mandibles of their respective unaffected littermates at birth. Focusing on the hemimandibles of *Fgfr2^+/S252W^* mice, we demonstrated significant dysmorphology, increase in MC size and dysmorphic bony microarchitecture in embryos at E16.5. Our analyses showed that these changes are due in part to inhibited osteogenic activity with increased osteoclastogenesis of the mandible and earlier increased proliferation of osteoblasts and chondrocytes.

There are comparative data relevant to this study from previous analyses of humans and adult mice. Most studies of the mandible in humans with craniosynostosis syndromes have concluded that the mandible is intrinsically normal and that the morphological differences that are noted likely represent a developmental response to the composite of structural variations in the basicranium and midface in these conditions (Enlow, 2000; Wink et al., 2013). In humans, the data are necessarily postnatal and analyses of mandibular shape are often conducted after individuals have undergone reconstructive surgery of the midface. Because the maxilla and mandible function as a unit in phonation and mastication, surgically induced changes of midfacial morphology could affect mandibular growth and morphology through changes in functional relationships.

Previous mandibular analyses in mouse models for craniosynostosis include little or no quantitative or gene expression information for embryonic and newborn mice, although it has been reported that *Fgfr2* is expressed in mandibular osteoblasts (Rice et al., 2003). A recent study using only mandibular morphometry of adult mice carrying the FGFR2c C342Y mutation on a mixed genetic background (72% C57BL6/J and 28% Swiss) reported significantly reduced ascending (measured from the apex of coronoid process to gonion) and descending (measured from the apex of coronoid process to menton) mandibular heights, mandibular lengths (measured from condylion to pogonion), and intercoronoid and intercondylar widths, but increased intergonial widths (Khominsky et al., 2018). Though the method of measurement differs from ours, these observations generally agree with our data for newborn mice carrying the same mutation on a CD1 background. Mice aged 4 and 8 weeks carrying the FGFR2 P253R mutation causative for Apert syndrome display globally reduced mandibular dimensions (Du et al., 2010). Results presented here show that the mandibles of newborn *Fgfr2^+/P253R^* mice are generally reduced in size relative to their normal littermates at birth, and that the reduction is of greater magnitude in the posterior portion (including the posterior mandibular body, and coronoid, condylar and angular processes), contributing to a complex change in shape. We also reported that adult *Fgfr2^+/S252W^* Apert syndrome mice have a very small mandible with a dysmorphic angular process (Wang et al., 2005, 2010).

The molecular changes that result from FGFR mutations are complex and include constitutive (ligand-independent) or ligand-dependent FGFR activation, loss of function and altered cellular trafficking of receptors (Ornitz and Itoh, 2015). The FGFR2c C342Y mutation associated with Crouzon/Pfeiffer syndrome lies within the Ig-III domain of FGFR2c, and results in constitutive activation of the receptor (Mangasarian et al., 1997). FGFR2 S252W and P253R mutations are in the linker region, resulting in increased ligand affinity and altered specificity (Andersen et al., 1998; Ibrahimi et al., 2001; Yu et al., 2000). Crystal structures of the FGFR2 S252W and P253R mutations indicate that P253R indiscriminately increases the affinity of FGFR2 toward any FGF, whereas the S252W mutation selectively enhances the affinity of FGFR2 toward a limited subset of FGFs (Ibrahimi et al., 2001). These mutations in FGFR2 then differentially affect FGFR2 intracellular signaling pathways (e.g. ERK1/2, PLCγ/PKCα and PI3K/Akt), resulting in alterations in cell proliferation, differentiation and apoptosis, depending on the stage of cell differentiation (Ornitz and Marie, 2015), forming the basis for different mandibular phenotypes.

Zhou et al. demonstrated a significant decrease in mandibular cortical bone, decreased bone mass, a significant decrease in calcein labeling of mineralizing surfaces, and a reduced mineral apposition rate in the postnatal mandibles of *Fgfr2^S252W/+^* mice at P28 and P56 (Zhou et al., 2013). An observed increase in the number of osteoclasts, and a decreased number of osteoblasts per bone surface area, suggested lower bone formation capacities in *Fgfr2^S252W/+^* adult mandibles relative to those of *Fgfr2^+/+^* littermates. Bone modeling increases bone mass, changes the shape of bones and occurs throughout life, whereas bone remodeling functions to renew bone (Allen and Burr, 2015). If the cellular activities reported in the mandibles of adult *Fgfr2^S252W/+^* mice (Zhou et al., 2013) are functioning primarily to renew bone, although our results reflect changes in cellular activities that increase bone mass and change its shape, then the balance of the amount of tissue resorbed and formed at any particular site may be disrupted by the effect of FGFR2 S252W in modeling and remodeling.

Our results demonstrate an intrinsic difference in mandibular morphology of newborn mice carrying FGFR2-related craniosynostosis mutations. We used ALP staining to detect mature osteoprogenitor cells, preosteoblasts and differentiated osteoblasts (Huang et al., 2007), and found that cell numbers in ALP-positive areas were increased in *Fgfr2^+/S252W^* embryos, indicating that the FGFR2 S252W mutation promotes osteoblastic proliferation and differentiation, consistent with results of previous analyses of adult cranial bone response to FGFR2 mutations (Holmes et al., 2009; Yang et al., 2008). However, the overall mandible is reduced in size in mutant mice both pre- and postnatally. Our finding of increased osteoclastogenesis is a mechanism that can account for the overall reduction in size of mandibles of mice carrying FGFR2 mutations.

Investigation of the transcriptome of the mandible in embryonic mice carrying the FGFR2 S252W mutation revealed dysregulation of genes involved in bone formation, bone mineralization and osteoclastogenesis, highlighting increased expression of genes undergoing osteoclast differentiation and dysregulated genes active in bone mineralization. Bone formation and bone resorption are important determinants of bone size and shape, whether osteoblast and osteoclastic activity are coupled (as in remodeling) or uncoupled (as in modeling) (Allen and Burr, 2015). Altered signaling pathways result in the dysregulation of genes that are involved in osteoclastogenesis, bone formation and bone mineralization, contributing to impaired mandibular morphogenesis and microarchitecture. During normal growth, as bone mass increases, resorption is required to alter bone shape and maintain a functioning skeletal element. Our data show that improper regulation of osteoblastogenesis and osteoclastogenesis can offset the balance required for bone modeling contributing to changes in the developmental trajectory of individual embryonic bones and resulting in altered bone phenotypes. The FGFR2 S252W mutation may impair mandibular bone formation and contribute to compromised skeletal architecture by regulating both osteoblastogenesis and osteoclastogenesis.

MC plays a crucial role as a supportive tissue for mandible formation and early growth. Chondrocytes that form endochondral bone are differentiated from mesodermal cells in general, whereas cells forming MC are differentiated from cells of neural crest origin (Amano et al., 2010). In addition, the boundary between neural crest and mesoderm cells of the chondrocranium lies between the hypophyseal and parachordal cartilages (McBratney-Owen et al., 2008), indicating that the cartilages caudal to the hypophyseal cartilage are of mesodermal origin. Abnormal MC development is associated with dysmorphogenesis of the mandible. For example, activating FGFR3 mutations associated with achondroplasia lead to structural anomalies of MC and condylar cartilages of the mandible, resulting in mandibular hypoplasia and dysmorphogenesis (Duplan et al., 2016). We observed dramatically increased size and cell number in MC of *Fgfr2^+/S252W^* embryos, with increased proliferation of chondrocytes detected as early as E12.5. Previous studies have shown that *Fgfr2^+/S252W^* mutant mice have increased cartilage of the basicranium (posterior to the hypophyseal cartilage) and thickened nasal cartilage owing to increased chondrocyte proliferation (Wang et al., 2005; Holmes et al., 2018). These results suggest a common mechanism of increased proliferation by the FGFR2 S252W mutation in these cranial cartilages, whether derived from cranial neural crest cells or mesoderm.

In summary, we quantitatively analyzed prenatal mandibular morphology in mouse models carrying mutation variants of *Fgfr2* that are associated with craniosynostosis syndromes when present in humans. Finding that the mandibles of *Fgfr2^+/S252W^* mice were quantitatively the most different from their unaffected littermates, we further studied the mandibles of these mice using histology, immunochemistry and transcriptome analyses to understand the source of altered morphology and abnormal microarchitecture of these mice with altered ligand affinity and specificity of FGFR2 (Cunningham et al., 2007). We have previously shown that the craniofacial phenotype (not including the mandible) of mice carrying the mutation in each Fgfr2 model is different compared to that of littermates not carrying the mutation (Martínez-Abadías et al., 2013; Motch Perrine et al., 2014; Wang et al., 2005, 2010). We suggest a model that mutation-induced changes in activated FGF signaling and downstream pathways are associated with dysregulation of osteoblastogenesis, osteoclastogenesis, resorption, mineralization and the formation of MC, resulting in dysmorphogenesis of the mandible (Fig. 7). Mandibular development is directly affected by the FGFR2 mutations in these mouse mutants, as was first suggested morphologically and later shown histologically by our results. Mandibular dysmorphogenesis in these mouse models for craniosynostosis results, at least in part, from the intrinsic effects of the mutation, and are not solely related to the functional relationship of the mandible with the midface and cranial base as previously deduced from human data.

**Fig. 7.**
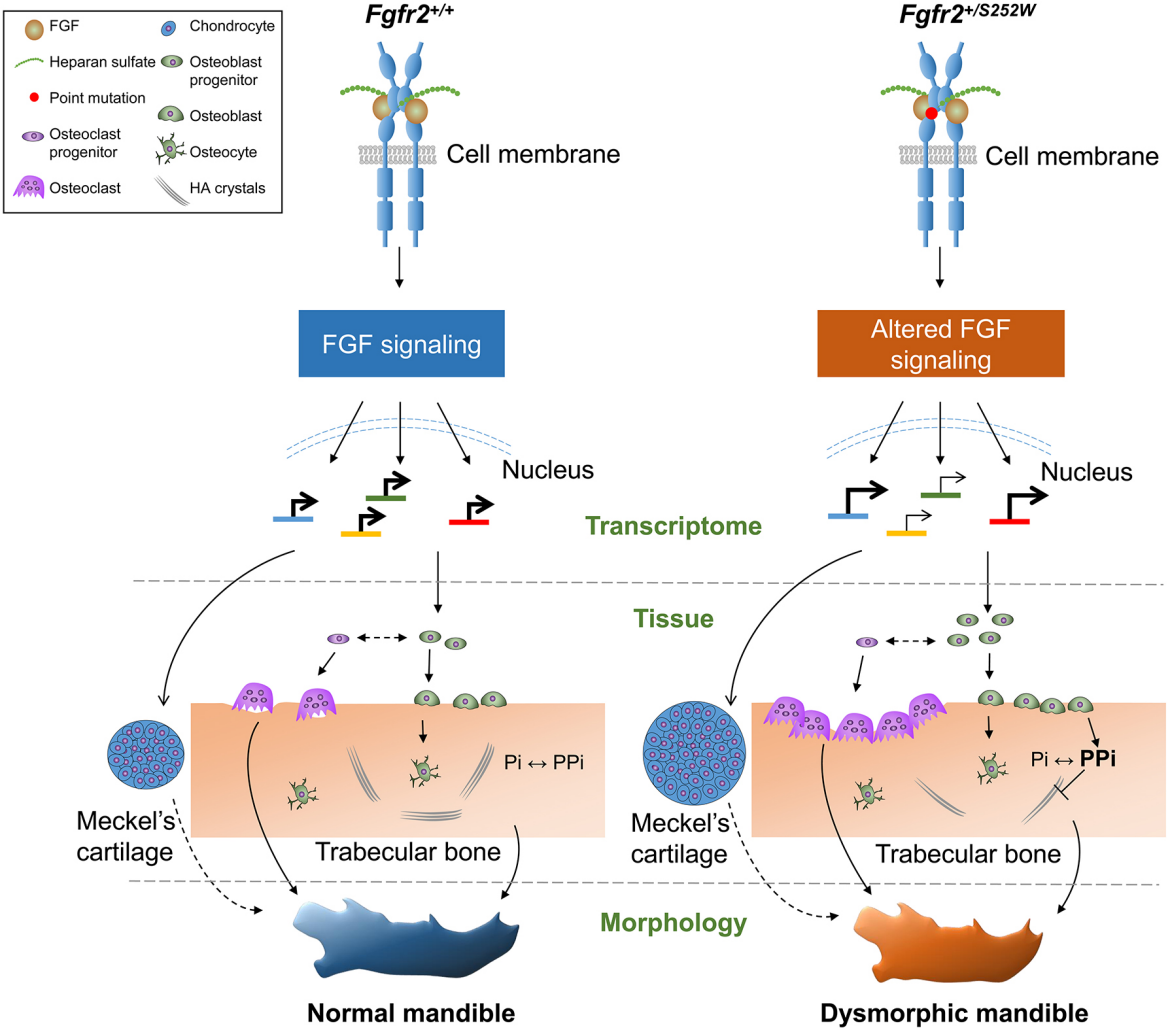
**Proposed model of mandibular dysmorphogenesis in prenatal development of *Fgfr2^+/S252W^* mice.** In the mandible of *Fgfr2^+/+^* mice, FGFR2 signaling is activated by specific FGF binding, forming a complex of FGFs, heparan sulfate and FGFRs. The linker region between the immunoglobulin-like domains II and III regulates the ligand binding specificity and affinity. Dimerization and transphosphorylation by kinases in the intracellular domain of FGFR2 cause activation of downstream signaling cascades. These activated signaling pathways can regulate gene expression, controlling osteogenesis, osteoclastogenesis and chondrogenesis. Transcriptional level: The FGFR2 S252W mutation alters ligand specificity and affinity, resulting in abnormal FGFR2 signaling, which dysregulates the transcriptome in different cell types. Tissue level: Osteoblast proliferation is activated, enlarging the osteogenic tissue. Increased PPi inhibits mineralization, and bone resorption is promoted through osteoclastic activity, causing a change in the microarchitecture. Meckel’s cartilage is affected by increased proliferation of chondrocytes, resulting in an increase in size. Morphological level: Abnormal osteogenic activities contribute to changes in mandibular shape.

## MATERIALS AND METHODS

### Mouse models

The generation of *Fgfr2^+/S252W^*, *Fgfr2^+/P253R^* and *Fgfr2c^C342Y/+^* models was previously described (Eswarakumar et al., 2004; Wang et al., 2005, 2010). *Fgfr2^+/S252W^* and *Fgfr2^+/P253R^* models were maintained on a C57BL6/J background. The *Fgfr2c^C342Y/+^* model was maintained on a CD1 background for viability and breeding. Our samples for µCT analyses consisted of 182 newborn (P0) mice [*Fgfr2^+/S252W^* model: 22 mutants (9 females, F:13 males, M); 24 unaffected littermates (20 F:4 M); *Fgfr2^+/P253R^* model: 35 mutants (20 F:15 M); 28 unaffected littermates (16 F:12 M); *Fgfr2c^C342Y/+^* model: 34 mutants (18 F:16 M); 39 unaffected littermates (24 F:15 M)]. P0 mice were euthanized by inhalation anesthetics and fixed in 4% paraformaldehyde. Gestation time was 19.0±0.5 days. Samples for histological and transcriptome analysis consisted of 91 embryos [*Fgfr2^+/S252W^* model: 29 mutants (17 F:12 M); 37 unaffected littermates (21 F:16 M); *Fgfr2^+/P253R^* model: 8 mutants (2 F:6 M); 5 unaffected littermates (3 F:2 M); *Fgfr2c^C342Y/+^* model: 8 mutants (4 F:4 M); 4 unaffected littermates (3 F:1 M)]. Genotyping of tail DNA using PCR was performed to distinguish mutants and unaffected littermates. Mouse litters were produced in compliance with animal welfare guidelines approved by Icahn School of Medicine at Mount Sinai and Pennsylvania State University Animal Care and Use Committees.

### Imaging protocols

High-resolution µCT images with voxel size ranging from 0.014 to 0.025 mm were acquired by the Center for Quantitative X-Ray Imaging at the Pennsylvania State University (www.cqi.psu.edu) using the HD-600 OMNI-X high-resolution X-ray computed tomography system (Bio-Imaging Research Inc.). A minimum threshold of 70-100 mg/cm^3^ partial density HA (based on HA phantoms imaged with specimens) was used to reconstruct isosurfaces in Avizo 6.3 (Visualization Sciences Group). 3D coordinates of 32 biologically relevant landmarks (Fig. S1 and Table S1) were collected from the isosurfaces. Specimens were digitized twice, and measurement error was minimized by averaging coordinates of the two trials (maximum accepted error in landmark placement=0.05 mm).

### Statistical evaluation of shape differences

Variation in mandible shape was assessed by PCA using SAS 9.4 (SAS Institute). PCA summarizes the variation of large numbers of variables into a lower-dimensional space defined by principal component (PC) axes that are mutually orthogonal linear combinations of the linear distance data. The scores of an observation (mandible or mandibular region) on the PC axes map that observation into the space. We performed PCA (Darroch and Mosimann, 1985; Falsetti et al., 1993) of form (size and shape together) using inter-landmark linear distances estimated using the full mandible landmark set and subsets defining the left hemimandible (results of PCA analyses of left and right hemimandibles were similar), anterior body and ramus. Inter-landmark distances were *ln*-transformed, and their variance-covariance matrix was used as the basis for the PCA.

EDMA was used to statistically evaluate mandibular shape differences by hypothesis test and confidence interval estimation (Lele and Richtsmeier, 2001). EDMA is a 3D morphometric technique that is invariant to the group of transformations including translation, rotation and reflection (Lele and Richtsmeier, 1995; Richtsmeier and Lele, 1993). Briefly, the original 3D coordinates of landmark locations are rewritten and analyzed as a matrix of all unique linear distances among landmarks called the form matrix (FM). An average FM is estimated for each sample (Lele and Richtsmeier, 1995). The difference between samples is evaluated by estimating ratios of like-linear distances using sample-specific average FMs. The resulting matrix of ratios, the form difference matrix (FDM), is a collection of relative differences among landmarks used to define the forms. A non-parametric bootstrap procedure (100,000 resamples) is used to obtain confidence intervals for elements (each corresponding to a linear distance) of the FDM (Lele and Richtsmeier, 2001) that reveals the localized effects of the mutations on the mandible. We also include a non-parametric bootstrap assessment of the null hypothesis that the mean forms of two samples are the same (Lele and Richtsmeier, 2001). We tested for form difference of the entire left hemimandible, the anterior body and the ramus portion using WinEDMA (Cole, 2002).

### Bone volume, surface area and bone mineral density analyses

Bone volumes and surface areas were determined using the high-resolution µCT scans described above using Avizo 9.4 (Thermo Fisher Scientific). The minimum thresholds used to create isosurfaces ranged from 70-100 mg/cm^3^ partial density HA. The isosurfaces were then analyzed using the Material Statistics module of Avizo 9.4 software to determine bone volumes and bone surface area. Stradwin v5.3 (http://mi.eng.cam.ac.uk/~rwp/stradwin) was used to create isosurfaces from 30 of the hemimandibles (five of each group) (Treece et al., 2010, 2012). The tooth was excluded manually by placing guiding contours every five tomographic slices along the hemimandibles. Density values were determined from the partial density HA phantom normalized gray values at each isosurface vertex (∼89,000-112,000 measurements). Isosurfaces and their associated density values were registered using wxRegSurf v17 (http://mi.eng.cam.ac.uk/~ahg/wxRegSurf) (Gee et al., 2015; Stephens et al., 2018). A statistical shape model (SSM) was generated for the full dataset and for each mouse model. Mean density was calculated for each corresponding vertex and mapped onto the pertinent SSM. Pairwise statistical differences between littermates were determined by performing a linear model comparison at each vertex of the full SSM in R, with the resulting *P*-values being mapped for visual comparison.

### Histological analysis

Mouse embryos at E16.5 were dissected and the heads were fixed in 4% paraformaldehyde overnight at 4°C and then washed 3× with PBS. Samples were infused in 0.5 M sucrose in PBS until tissue sank, and then quick-frozen in optimal cutting temperature compound (OCT). Samples were sectioned at a thickness of 10 μm. For ALP and Alcian Blue staining, cryosection samples were incubated for 5 min at room temperature (RT) in 100 mM Tris-maleate buffer (pH 9.2) and then incubated for 5 min at RT in freshly prepared ALP substrate solution [100 mM Tris-maleate buffer (pH 9.2), 0.2 mg/ml naphthol AS-MX phosphate and 0.4 mg/ml Fast Red TR]. The slides were washed briefly and then stained with Alcian Blue solution [1% Alcian Blue, 3% acetic acid (pH 2.5)] for 5 min at RT. The slides were washed with water and then stained with 1 µg/ml Hoechst 33258 (Invitrogen Life Technologies) in PBS for 5 min. Images were collected in brightfield for ALP and Alcian Blue staining and then in UV for Hoechst 33258-stained nuclei. Calcium deposits were detected with Alizarin Red S staining solution (MilliporeSigma). Presence of phosphate was detected with von Kossa staining kit (American MasterTech Scientific). TRAP staining was performed using cryosections with Acid Phosphatase, Leukocyte (TRAP) Kit (MilliporeSigma) following the manufacturer's instructions. Images were analyzed using ImageJ for stained particles and areas.

### LCM and RNA-seq

LCM was performed as previously described in detail (Holmes et al., 2018). The heads of female *Fgfr2^+/+^* littermates (*n*=3) and female Apert *Fgfr2^+/S252W^* (*n*=3) embryos at E16.5 were embedded in OCT without fixation and rapidly frozen. Coronal cryosection was performed for the mandible at 12 µm thickness. The mandibular tissue and MC were captured and collected, respectively. RNA was isolated using an Arcturus Picopure RNA Isolation Kit (Thermo Fisher Scientific). Library preparation with NuGEN Ovation RNA-seq System v2 (NuGEN Technologies) and Nextera XT Library Prep kit (Illumina) was performed by the Gene Expression Core Facility at the Cincinnati Children's Hospital Medical Center as described (Holmes et al., 2018). Library sequencing was performed on an Illumina HiSeq 2500 instrument using standard protocols for paired-end 100 bp sequencing by the Genetic Resources Core Facility at the Johns Hopkins School of Medicine.

### Differential gene expression analysis and GO enrichment analyses

RNA-seq data processing, differential gene expression analysis and GO enrichment analyses were carried out as previously described (Holmes et al., 2018). Briefly, paired-end reads were mapped to the mouse (mm10) reference genome using STAR (Dobin et al., 2013) and gene count summaries were generated using featureCounts (Liao et al., 2014). Only genes with expression levels above 1 FPKM in at least 50% of samples were retained for further analysis. Normalization factors were computed on the filtered data matrix using the weighted trimmed mean of M-values method (Robinson and Oshlack, 2010), followed by voom mean-variance transformation in preparation for Limma linear modeling (Law et al., 2014). Data were fitted to a design matrix containing all sample groups, and pairwise comparisons were performed between sample groups. Finally, eBayes adjusted *P*-values were corrected for multiple testing using the Benjamini–Hochberg method and used to select genes with significant expression differences (*q*<0.05). For GO enrichment analyses, the ‘elim’ algorithm and ‘Fisher exact’ test were used to identify statistically over-represented GO categories at an FDR corrected *P*-value threshold of 0.05.

### RNA ISH

Differential gene expression identified by RNA-seq was validated by RNA ISH. Riboprobe templates were generated by PCR using primers from published literature or designed by Primer3 (http://primer3.ut.ee and Table S4), using cDNA derived from mouse embryonic total RNA at E11.5. Riboprobes were prepared with DIG RNA Labeling Mix (Roche Applied Science) as described by the manufacturer. RNA ISH was performed as previously described (Xu and Wilkinson, 1999).

### Quantification of PPi levels

Mandibles were isolated from embryos at E16.5 in cold PBS and dried briefly on delicate task wipers before the weight was measured. Quantification of PPi in the mandible was performed as previously described (Murali et al., 2016) with modification. Briefly, each mandible was incubated in 100 µl of 1.2 M HCl at 4°C overnight, neutralized with NaOH and diluted with water. Extracted PPi was quantified using the PPiLight Inorganic Pyrophosphate Assay (Lonza) according to the manufacturer's protocol.

### EdU assay and immunohistochemistry

EdU *in vivo* labeling was performed using single intraperitoneal injections of EdU to pregnant mice at E12.5 at a dose of 50 mg/kg body weight in a solution of 10 mg/ml PBS (pH 7.35) (Chehrehasa et al., 2009). The dams were sacrificed 30 min after the injection and embryos were dissected for cryosection. The heads were sectioned at a thickness of 10 μm and EdU-labeled cells were detected with Click-iT™ EdU Alexa Fluor™ 488 Imaging Kit (Thermo Fisher Scientific) followed by immunostaining for SOX9 (1:500, AB5535, MilliporeSigma) or RUNX2 (1: 200, HPA022040, MilliporeSigma) and Hoechst 33258 staining.

### TUNEL assay

TUNEL staining was performed using the *In Situ* Cell Death Detection Kit, Fluorescein (MilliporeSigma) according to the manufacturer's protocol.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

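RNA was measured in 18 libraries from 6 female embryos at E16.5, 3 *Fgfr2 +/S252W* and 3 *Fgfr2+/+*, with 1 library each of mandibular bone, MC and mandibular condylar cartilage. The tissue, genotype and replicate of each library were taken from its label, and that a number within a genotype stands for the same embryo in each tissue was inferred from the labels. The authors amplified the RNA, sequenced paired ends, mapped the reads to mm10 with STAR and counted fragments per gene with featureCounts on both strands, so that the deposited values are counts without normalization. The annotation was that of Ensembl on GRCm38 without transcripts subject to nonsense-mediated decay. Whether PCR duplicates were removed is not stated. Each library holds counts for 38243 genes, of which 36964 have a symbol.

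Total counts per library lay between 8218548 and 15585778. Group medians in the condylar cartilage were 10097514 in *Fgfr2 +/S252W* and 10602457 in *Fgfr2+/+* embryos. The biological coefficient of variation estimated by edgeR was 0.162 in bone, 0.380 in MC and 0.258 in condylar cartilage. In genes with many fragments this spread is larger than counting error, and in genes with few fragments counting error is of the same order or larger.

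Counts were analyzed in R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and statmod 1.5.0. Genes above 1 FPKM in at least 50% of libraries were kept, with FPKM computed from the exon length of the annotation. TMM factors, voom, lmFit with 1 mean for each of the 6 groups, and eBayes followed. These steps are those of the paper, which fitted all its sample groups together. It does not state which libraries these were, so the 6 groups are a choice made here. The comparisons were *Fgfr2 +/S252W* against *Fgfr2+/+* in each tissue and the differences of these effects between bone and each cartilage. A gene passed at a Benjamini-Hochberg adjusted p below 0.05 within its comparison, and adjusted p-values are limma's unless another tool is named. Marker sets with at least 4 genes after the filter were tested with limma's camera, two-sided, with the correlation between genes estimated for each set. Their p-values were adjusted over 51 sets by tissue, which include the sets of genes the paper names. Where the genes the paper names were left out, the adjustment was over 36 sets by tissue. For differences between tissues it was over 24. Adjusted p-values of these families are not directly comparable.

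The alternatives were edgeR's quasi-likelihood test, DESeq2, fits of 12 or 6 libraries, other filters, normalization factors and weights, the embryo as a random block, a replicate block, trend and robust in eBayes, loess curves with a span of 0.3 against gene length or GC content, and leaving out 1 library at a time. For the marker sets they were fry and camera with a preset correlation of 0.01. The replicate block pairs *Fgfr2 +/S252W* and *Fgfr2+/+* libraries of one tissue that share a replicate number in the labels. Whether equal numbers stand for littermates is not stated, so the pairs were checked by correlating the deviations of libraries from their group means across genes. Deviations from a mean of 3 tie the average over different numbers to that over equal numbers, so the average over equal numbers was ranked among the 6 ways to match the libraries of the genotypes, which was chosen after seeing the data. Further settings were chosen after seeing the data and are named as such where they are reported. The procedure was tested on simulated counts with known changes.

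The genes named are those the text or Fig. 3C of the paper names for the comparison. Also named are a list of genes linked to phosphate, PPi or mineralization, the targets of the stains of the paper, *Fgfr2* and *Mki67*. To these were added up to 5 genes with the largest increase (4 passed) and the 5 with the largest decrease among genes past the threshold in bone whose 3 *Fgfr2 +/S252W* libraries lay on one side of the 3 *Fgfr2+/+* libraries, the 2 genes with the smallest p in each cartilage, and the 2 genes with the smallest adjusted p in an interaction with genes past the threshold. The enrichment of gene ontology terms, in situ hybridization, histology and biochemical measurements were not analyzed here.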

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

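Of the tests here, the reassignment of pairs for the interaction was chosen after its result was seen, and so was the test of the muscle genes. The results were picked out because a genotype effect differed between tissues in a test of that difference, or because a change appeared in genes the text of the paper does not discuss.

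The interaction of genotype and tissue passed the threshold in 6 genes between bone and MC. For *Penk* the effect in bone minus that in MC was -2.50 (SE 0.37, limma adjusted p = 0.0104), with 3 of 3 *Fgfr2 +/S252W* bone libraries below the mean of the *Fgfr2+/+* ones. For *Sfrp1* (ENSMUSG00000031548, chromosome 8 from 23411502 to 23449632) it was -1.97 (SE 0.30, limma adjusted p = 0.0104), from log2 fold changes of -0.78 in bone and 1.18 in MC. With the replicate block (mean correlation of same-numbered libraries 0.068 in bone and -0.090 in MC) the adjusted p was 0.0164 for *Penk* and 0.0507 for *Sfrp1*. For the Penk log2 fold change in bone minus Meckel's cartilage it was between 0.00376 and 0.0724 with 1 library of these tissues left out at a time. The other 4 genes were *Lyz2* (-3.37), *Mfap4* (-2.03), *Xpr1* (1.37) and *Atp6v1b2* (1.95). When the genotype was exchanged within same-numbered pairs, 4 of 32 assignments, the real one included, gave as many genes. All 4 kept the real genotypes in bone, and the 24 assignments that exchanged a pair in bone gave at most 1 gene. Of the 8 assignments with the real genotypes in bone, 4 gave between 6 and 8 genes, and 4 gave 0, with 1051 to 1446 at an unadjusted p under 0.05. Assignments that keep the genotypes in bone keep the effect in bone, so they are no test of whether the tissues differ, and whether they gave the same genes was not compared. The difference between the tissues in these genes was found and tested in the same libraries and remains a hypothesis. In simulated MC 29.7% of the calls of this fit were false, which also bears on the MC part of the difference.

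In mandibular bone, *Slc37a2* (log2 fold change 1.20), *Gnptab* (0.89) and *Xpr1* (0.77) were higher and *Tppp3* (-2.65), *Lyz2* (-1.47) and *Rpl15* (-0.89) were lower past the threshold in *Fgfr2 +/S252W* embryos, and the text of the paper does not discuss them. The 18 osteoclast genes other than those of the paper were listed before the test. Of these 14 were kept, and their mean log2 fold change was 0.70 (camera adjusted p = 0.00591, 14 of 14 higher). Adjusted over the 36 sets by tissue without the genes the paper names, the camera p was 0.0125. In the camera test of the 6 libraries of one tissue 0 of 49 sets passed, with 8 at an unadjusted p under 0.05. More myeloid cells of all kinds in the dissected mutant bone would raise macrophage genes too, but their mean log2 fold change in bone was -0.81 (6 of 9 lower, camera adjusted p = 0.262). The difference of the osteoclast genes between bone and MC was 0.96 (13 of 14 higher, adjusted p = 0.0890) and that between bone and condylar cartilage 0.65 (14 of 14 higher, adjusted p = 0.0842), so neither passed. More osteoclasts in the captured bone, or more transcript in each, are candidate explanations that these libraries cannot tell apart, and how much of each cell type was captured was not measured.

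For the genes lower in bone, less of a neighbouring connective tissue captured with the mutant bone was tested with genes of loose connective tissue, periosteum and perichondrium. Their mean log2 fold change was -0.75 (10 of 12 lower, camera adjusted p = 0.0112). Without the genes the paper names it was -0.45 (6 of 8 lower, adjusted p = 0.103), and the change in bone minus that in condylar cartilage was -0.71 (8 of 8 lower, adjusted p = 0.0105), which passed the threshold, and minus that in MC -0.68 (8 of 8 lower, adjusted p = 0.0667). Skeletal muscle genes had a mean of -3.04 (7 of 7 lower, adjusted p = 0.165). Their mean log2 level was 3.83, 3.65 and 1.25 in *Fgfr2+/+* bone replicates 1, 2 and 3, and -0.97, 0.18 and 1.21 in *Fgfr2 +/S252W* replicates 1, 2 and 3. As a group, the decreases in bone cannot be told apart from a difference in captured tissue, and the difference of the connective tissue genes between bone and condylar cartilage cannot either. For single genes this was not tested, and their levels among the *Fgfr2+/+* libraries went both ways. *Lyz2* did not follow the muscle levels, with 49.0 normalized counts in replicate 3 against 45.1 in replicate 1. Neither, for example, did *Thbs3* (17.0, 15.3 and 16.5 in replicates 1, 2 and 3) or *Cdkn1c* (333, 287 and 292). *Tppp3* (10.8, 8.44 and 4.91), *Zfp185* (16.0, 12.6 and 7.40) and *Rpl15* (84.7, 83.6 and 60.0) were lowest in replicate 3, as the muscle genes were.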

How the results depend on the processing

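Except where said otherwise, the alternatives were set before the data were examined, and the cause of a change was not tested. With all 18 libraries there were 10 DEGs in mandibular bone (4 higher, 6 lower), 0 in MC and 0 in condylar cartilage, 6 genes whose genotype effect differed between bone and MC, 0 between bone and condylar cartilage, and 0 osteoclast genes and 0 ossification genes of the paper past the threshold in bone. At an unadjusted p under 0.05 there were 932 genes in bone, 1761 in MC, 351 in condylar cartilage, 1250 between bone and MC and 344 between bone and condylar cartilage. The log2 fold changes were 1.84 for *Enpp1* (not past the threshold) and 1.34 for *Ank* (past it). Each alternative is listed with the values that changed by more than 1.5 times, or crossed the threshold.

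The edgeR quasi-likelihood test gave 4 DEGs in bone (1 higher, 3 lower) and 90 in MC. DESeq2 gave 16 DEGs in bone (4 higher, 12 lower), 417 in MC, 3 in condylar cartilage, 93 between bone and MC and 5 between bone and condylar cartilage. The 12 libraries of bone and MC gave 25 DEGs in bone (13 higher, 12 lower), 2 osteoclast genes and 1 ossification gene. In the filters, filterByExpr gave 21 DEGs in bone (14 higher, 7 lower), 12 between bone and MC and 2 osteoclast genes, genes above 1 FPKM in every library 5 DEGs in bone (2 higher, 3 lower) and 16 in MC, and no filter beyond 1 count 53 DEGs in bone (36 higher, 17 lower), 45 in MC, 16 between bone and MC, 5 osteoclast genes, 1 ossification gene and a log2 fold change of 1.90 for *Enpp1*. Upper quartile normalization gave 7 DEGs in bone (1 higher, 6 lower). Without normalization factors there was 1 DEG in bone (0 higher, 1 lower), 0 between bone and MC and a log2 fold change of 1.52 for *Ank*, and the median log2 fold change of all genes in bone was then 0.18, so that values under that scaling are to be read against this shift. Sample quality weights gave 589 DEGs in bone (275 higher, 314 lower), 2 in condylar cartilage, 10 between bone and MC, 13 between bone and condylar cartilage, 5 osteoclast genes, 8 ossification genes and a log2 fold change of 1.94 for *Enpp1*. With the embryo as a random block there was 1 in MC, and with trend and robust in eBayes 1 in MC. The loess against gene length gave 6 DEGs in bone (3 higher, 3 lower) and 3 between bone and MC, and that against GC content 5 DEGs in bone (2 higher, 3 lower). The replicate block gave 7 DEGs in bone (1 higher, 6 lower), 1 between bone and MC and 1 ossification gene, its combination with gene length 10 DEGs in bone (2 higher, 8 lower), 1 between bone and MC and 1 ossification gene and with GC content 9 DEGs in bone (2 higher, 7 lower), 1 between bone and MC and 1 ossification gene. RLE normalization changed none of these values by that much.

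Fitted to the 6 libraries of one tissue, limma-voom gave 141 DEGs in bone (75 higher, 66 lower), 8 osteoclast genes, 8 ossification genes and a log2 fold change of 1.83 for *Enpp1*, the edgeR quasi-likelihood test 187 DEGs in bone (83 higher, 104 lower), 8 osteoclast genes, 8 ossification genes and a log2 fold change of 1.81 for *Enpp1*, and the replicate block 554 DEGs in bone (218 higher, 336 lower), 7 in condylar cartilage, 8 osteoclast genes, 8 ossification genes and a log2 fold change of 1.84 for *Enpp1*. In these fits *Enpp1* passed the threshold. The other fits of this paragraph were chosen after seeing the data. The 12 libraries of bone and condylar cartilage gave 41 DEGs in bone (29 higher, 12 lower), 5 osteoclast genes, 1 ossification gene and a log2 fold change of 1.86 for *Enpp1*. The 6 libraries of one tissue gave 66 DEGs in bone (32 higher, 34 lower), 4 osteoclast genes, 5 ossification genes and a log2 fold change of 1.84 for *Enpp1* with the genes kept in the fit of 18, 124 DEGs in bone (71 higher, 53 lower), 8 osteoclast genes, 8 ossification genes and a log2 fold change of 1.84 for *Enpp1* without mitochondrial genes and Gm42418, 94 DEGs in bone (46 higher, 48 lower), 7 osteoclast genes, 6 ossification genes and a log2 fold change of 1.68 for *Enpp1* with the loess against gene length and 129 DEGs in bone (67 higher, 62 lower), 7 osteoclast genes, 8 ossification genes and a log2 fold change of 1.82 for *Enpp1* with that against GC content. With the replicate block added, the gene length loess gave 367 DEGs in bone (120 higher, 247 lower), 2 in condylar cartilage, 8 osteoclast genes, 8 ossification genes and a log2 fold change of 1.68 for *Enpp1*, and the GC content loess 512 DEGs in bone (186 higher, 326 lower), 7 in condylar cartilage, 8 osteoclast genes, 8 ossification genes and a log2 fold change of 1.82 for *Enpp1*. The 18 libraries without mitochondrial genes and Gm42418 gave 9 DEGs in bone (6 higher, 3 lower) and 1 osteoclast gene.

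Leaving out 1 library of the tissue at a time from the fit of 18 gave from 0 to 92 DEGs in mandibular bone (from 0 to 33 upregulated DEGs in mandibular bone and from 0 to 59 downregulated DEGs in mandibular bone), from 0 to 138 DEGs in Meckel's cartilage, 0 in condylar cartilage, from 0 to 26 between bone and MC, from 0 to 1 between bone and condylar cartilage, 0 osteoclast genes and from 0 to 1 ossification genes. The log2 fold change went from 1.67 to 2.05 for *Enpp1* and from 1.20 to 1.47 for *Ank*. Of the 6 fits, *Enpp1* newly passed the threshold in 1 (smallest limma adjusted p = 0.0422). *Ank* passed in 5 of the 6 (largest limma adjusted p = 0.0559). The highest count in bone, 92, came without *Fgfr2+/+* replicate 3, and the fits without another bone library gave at most 2. In the 6 libraries of one tissue, where this was chosen after seeing the data, the ranges were from 10 to 1387 DEGs in bone (from 5 to 644 higher, from 5 to 743 lower), 0 in MC, 0 in condylar cartilage, from 0 to 8 osteoclast genes and from 0 to 8 ossification genes, again highest without *Fgfr2+/+* replicate 3.

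Of 43 results for named genes in bone, 1330 values under the alternatives and fits without 1 library were computed. Of these 1009 kept direction and side of the threshold, 105 kept the direction and no longer passed, 194 kept the direction and newly passed, and 22 reversed. For the 12 results in other comparisons, the 390 values divided into 356, 8, 17 and 9. All reversals were in genes with an adjusted p above the threshold. The Alpl log2 fold change in bone, 0.044 with 18 libraries, was -0.0021 with upper quartile normalization and between -0.057 and 0.21 with 1 library left out at a time. The Slc20a2 log2 fold change in bone, 0.051 with 18 libraries, was -0.00053 with GC content loess and replicate block, -0.0044 in the 6 libraries of one tissue with gene length loess, -0.0053 in the 6 libraries of one tissue with gene length loess and replicate block and between -0.0014 and 0.11 with 1 library left out at a time. The Entpd5 log2 fold change in bone, -0.027 with 18 libraries, was 0.037 with no filter beyond 1 count, 0.17 with no normalization factors, 0.023 with sample quality weights and between -0.13 and 0.14 with 1 library left out at a time. The Smpd3 log2 fold change in bone, -0.069 with 18 libraries, was 0.12 with no normalization factors and between -0.23 and 0.15 with 1 library left out at a time. The Fgfr2 log2 fold change in bone, -0.024 with 18 libraries, was 0.037 with no filter beyond 1 count, 0.16 with no normalization factors and between -0.13 and 0.14 with 1 library left out at a time. The Mki67 log2 fold change in bone, 0.21 with 18 libraries, was -0.023 with gene length loess, -0.023 with gene length loess and replicate block, -0.027 in the 6 libraries of one tissue with gene length loess and -0.030 in the 6 libraries of one tissue with gene length loess and replicate block. The Runx2 log2 fold change in Meckel's cartilage, -0.057 with 18 libraries, was 0.0030 with genes above 1 FPKM in every library, 0.49 with sample quality weights and between -0.64 and 0.76 with 1 library left out at a time. The Alpl log2 fold change in Meckel's cartilage, -0.20 with 18 libraries, was 0.59 with sample quality weights and between -1.15 and 1.06 with 1 library left out at a time.

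Of the 51 marker sets by tissue, 6 passed the threshold in camera, 6 with fry, 18 with the preset correlation of 0.01, 6 with filterByExpr and, chosen after seeing the data, 0 of 49 in the 6 libraries of one tissue, where 8 had an unadjusted p under 0.05. The sets past the threshold in camera include the paper's osteoclast and ossification genes and both sides of Fig. 3C, all in bone. The paper named these genes as changed in the same bone libraries, so their passing is no independent result. The others were the other osteoclast genes and the connective tissue genes in bone. The 202 values of sets under the alternative settings were the same in direction and side of the threshold in 176, weaker in 6, stronger in 12 and reversed in the direction of the test in 8. The test compares a set with the other genes or weighs its genes, so its direction can change while the mean keeps its sign. In 4 of the 8 the mean changed its sign, and in the ossification and proliferation sets in MC, the smooth muscle set with fry and the macrophage set with filterByExpr it did not. The means of the 8 are the following. In the camera test of the 6 libraries of one tissue, the ossification set shift in Meckel's cartilage was -0.049, the phosphate set shift in Meckel's cartilage 0.031, the macrophage set shift in mandibular condylar cartilage 0.23 and the smooth muscle set shift in mandibular condylar cartilage 0.082. With fry, the proliferation set shift in Meckel's cartilage was 0.0049 and the smooth muscle set shift in mandibular condylar cartilage -0.21. With filterByExpr, the osteoclast set shift in mandibular condylar cartilage was 0.12 and the macrophage set shift in mandibular condylar cartilage -0.10. In MC the depth and spread of the libraries limit what can be detected, as simulated changes of 1 on the log2 scale were recovered in 23.0% of genes. The simulation took both from the libraries, so it does not separate them.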

Differences from the paper's values

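For DEGs in mandibular bone, the paper's count is 122 and the fit of 18 libraries gave 10. The paper does not state which libraries were fitted together. *Calcr*, *Il1r1*, *Oscar*, *Ptpn13* and *Megf10*, which it names in its text or Fig. 3C, were not kept by the filter over 18 libraries. That argues against the fit of 18 libraries, as filtered here, being the paper's own. In the fit of the 6 bone libraries, 8 of 8 osteoclast genes, 8 of 8 ossification genes and 7 of 7 genes on each side of Fig. 3C passed. Of the alternatives set before the data were examined, the 6 libraries of one tissue (141) and the fit without *Fgfr2+/+* mandibular bone replicate 3 (92) came within 1.5 times the paper's count, and the other alternatives did not. The 6 bone libraries without mitochondrial genes and Gm42418 (124), with the GC content loess (129) with the gene length loess (94), without *Fgfr2 +/S252W* replicate 3 (83) and drawn down to the smallest library (median 108) also came within it, and these settings were chosen after seeing the values.

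For downregulated DEGs in mandibular bone, the paper's count is 55 and the fit of 18 libraries gave 6. Among the alternatives set before the data were examined, the 6 libraries of one tissue (66) and the fit without *Fgfr2+/+* mandibular bone replicate 3 (59) came within 1.5 times the paper's count, and the others did not. The 6 bone libraries without mitochondrial genes and Gm42418 (53), with the GC content loess (62) and with the gene length loess (48) came within it too, and were chosen after seeing the values. The paper states that more DEGs were upregulated than downregulated, and in the fit of 18 libraries 4 were higher and 6 lower. With the 6 libraries of one tissue, set before the data were examined, 75 were higher and 66 lower.

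The -log10 p of *Enpp1* is about 6.5 in Fig. 3C, read by eye, as the paper's value, and it was 3.69 in the fit of 18 libraries. With alternatives set before the data were examined, it was 6.75 in the 6 libraries of one tissue, 6.43 there with the edgeR quasi-likelihood test, 8.93 there with the replicate block, 5.59 with no filter beyond 1 count and 7.59 with sample quality weights, each within 1.5 times the paper's value. The other alternatives did not come within it.

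The paper lists 8 osteoclast genes and 8 ossification genes as changed in bone, and with 18 libraries 0 of each passed the threshold, with 5 of the 5 kept osteoclast genes and 7 of the 8 ossification genes at an unadjusted p under 0.05. *Enpp1* is the gene with the smallest p in Fig. 3C, and it had rank 25 with 18 libraries and rank 1 with the 6 bone libraries.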

Other observations

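The tests chosen after their results were seen are those of the other splits in the fit of 6 bone libraries and of the interaction between bone and condylar cartilage, those of the few genes that take most of the counts, of the spread shared between tissues, and of edgeR and DESeq2 in MC.

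In condylar cartilage, which the paper does not report on, 0 of 11469 genes passed the threshold, and 351 had an unadjusted p under 0.05. The genes with the smallest p were *Katnal1* (ENSMUSG00000041298, chromosome 5 from 148874332 to 148995147), with a log2 fold change of -0.65 (SE 0.14, limma adjusted p = 0.998), and *Antxr1* (ENSMUSG00000033420, chromosome 6 from 87133854 to 87335775), with 0.61 (SE 0.14, limma adjusted p = 0.998). *Fgfr2* changed by 0.31 and *Enpp1* by 1.17 on the log2 scale (limma adjusted p = 0.998 for both). Same-numbered libraries correlated at 0.129 on average, and 2 of the 6 ways to match the libraries of the genotypes, the equal numbers included, gave a mean as high. With the block of equal numbers 0 genes passed in the fit of 18 libraries and 451 had an unadjusted p under 0.05. Fitted to the 6 condylar libraries, the block gave 7 genes (smallest limma adjusted p = 0.000593) and 847 at an unadjusted p under 0.05, against 0 and 452 without it. Between bone and condylar cartilage 0 genes had a different genotype effect, with 344 at an unadjusted p under 0.05.

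Other splits of the 6 libraries of a tissue were compared with the real one where they part all 3 same-numbered pairs, which 4 of the 10 splits do. The other 6 part 1 pair. In bone, 1 of 4 splits, the real one, gave as many genes as the 10 of the fit of 18 libraries, and 1 of 4 as many as the 141 of the fit of 6 bone libraries. None of the 10 splits of bone other than the real one gave a gene past the threshold in either fit. In MC, 4 of 4 splits gave as many genes as the real one, which gave 0, and another split gave 30. In condylar cartilage 4 of 4 gave as many as its 0. For the interaction between bone and condylar cartilage, 32 of 32 assignments of the pairs gave as many as its 0. Where the real count is 0 every split gives as many, so these comparisons in the cartilages show nothing. With 3 embryos against 3, splits cannot exclude that the grouping of the embryos gave the counts by chance.

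The number of DEGs in bone was smaller with 18 libraries than with 6. A candidate explanation is the larger spread of the MC libraries in the shared estimate. In simulated counts with known changes of 1 on the log2 scale, 37.8% of the changed genes in bone were recovered with 18 libraries and 74.2% with 6, with 0.171% and 4.70% of the calls in bone false. The 6 bone libraries with the genes kept in the fit of 18 gave 66 DEGs against 141, so the filter has a part as well. Bone with condylar cartilage and without MC gave 41, and bone with MC gave 25, so the spread of MC could explain at most a part. Fewer genes in MC than in bone may come from noisier or shallower MC libraries, since 23.0% of such changes were recovered there. For the genes past the threshold in MC with edgeR or DESeq2, an estimate of spread shared with less variable tissues may be the source, since 48.7% of edgeR's calls in simulated MC were false. DESeq2 was not run on simulated counts.

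Technical explanations for the DEGs in bone were tested in turn. With 18 libraries 6 genes passed after the loess against gene length and 5 after that against GC content, and 710 and 949 genes had an unadjusted p under 0.05, against 932 without a correction. In the fit with the replicate block the corrections took the count from 7 to 10 and 9. The log2 fold change of *Ank* was 1.34 without a correction and 1.30 and 1.29 with them, and that of *Xpr1* 0.77, 0.57 and 0.79. Whether gene length or GC content bias of the amplified libraries accounts for part of the 10 genes thus remains open, since 7 of them had an adjusted p between 0.0452 and 0.0483, close to the threshold. In the 6 bone libraries the same corrections left 94 and 129 genes, so a part for gene length stays open there, and the correction for GC content changed the count by less than 1.5 times. With more counts in the mutant bone libraries removed by drawing each library down to 6207416 counts outside mitochondrial genes and Gm42418, the median over 5 draws was 108 genes. Without mitochondrial genes and Gm42418 it was 124. A library batch is not given in the labels or the paper, so it was not tested. Genotype remains a candidate explanation for these differences, next to the amount of each tissue captured and gene length. Also open are GC content for the 10 genes, a library batch and the differing mitochondrial share of the *Fgfr2+/+* bone libraries.

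Mitochondrial genes took a larger share of the counts in *Fgfr2+/+* bone replicates 1 and 2 than in replicate 3. In the first principal component of the bone libraries (36.0% of the variance), these replicates lay at 37.6 and 38.3, *Fgfr2+/+* replicate 3 at -7.63, and the *Fgfr2 +/S252W* replicates at -26.7, -19.9 and -21.7. Genes were chosen at an unadjusted p below 0.001 with 1 pair of libraries left out, and their direction was looked up in the left-out pair. With *Fgfr2+/+* replicate 3 left out, 75.9% of 1330 choices had the same direction (73.3%, 70.3% and 81.8% in the pairs with *Fgfr2 +/S252W* replicates 1, 2 and 3), against 94.7% of 170 and 92.9% of 212 with replicates 1 and 2 left out. The share for replicate 3 is close to the 75% set beforehand as the boundary, with 2 of its 3 pairs under it, and the choices of overlapping fits are not independent. The median differences in the left-out pairs were from 0.18 to 0.26 on the log2 scale for *Fgfr2+/+* replicate 3, against 0.60 to 1.38 for the other replicates. These values come from different gene lists. Genes chosen with replicate 3 kept in the fit already had to differ from it, so neither the medians nor the shares compare the replicates on equal terms. The large share in 2 of the 3 *Fgfr2+/+* libraries may account for part of the differences, and how large a part is not settled.

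Red blood cell genes were lower in *Fgfr2 +/S252W* bone. Without *Hba-a2*, whose level is uncertain, their mean log2 fold change was -1.26 (5 of 5 lower, adjusted p = 0.134). Their mean log2 level was between 6.37 and 6.63 in the *Fgfr2+/+* libraries and between 4.59 and 5.67 in the *Fgfr2 +/S252W* ones. Less blood in the dissected mutant tissue may account for the lower *Hba-a2*. Other globin genes share reads with each other too, and no biological explanation was tested.

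Macrophage genes were lower in *Fgfr2 +/S252W* bone and higher in MC, with a mean of 0.98 in MC (7 of 9 higher, camera adjusted p = 0.410). The difference between these tissues without the genes the paper names was -1.43 (5 of 8 lower, adjusted p = 0.186). It cannot be told apart from a difference in how many macrophages were captured in each tissue. The C1q genes among them have few counts.

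The labels were checked with marker genes. *Xist* had between 8945 and 47637 counts, and 4 genes of the Y chromosome had at most 1 count per library. *Fgfr2+/+* MC replicate 1 had 229 CPM of *Col2a1* (scaled by the total count alone), from 2285 fragments (95% Wilson interval 220 to 238), where bone libraries had between 46.4 and 451, and the highest MC library 5236. It also had 248 CPM of *Ibsp*, from 2476 fragments (95% Wilson interval 238 to 258), where the lowest bone library had 5169. Its *Acan* (105 CPM) lay within the range of the other MC libraries (89.5 to 659) and above the highest bone library (8.10), and its *Col10a1* (5.11 CPM) far below the lowest condylar library (1221). These genes thus go against a bone or condylar library under this label. Some bone captured with this cartilage may explain the *Ibsp*. It would be too small a share to bring *Col2a1* down from the next lowest MC library (762 CPM), so the low *Col2a1* is not explained, and an exchange of MC libraries between the genotypes cannot be tested with these genes.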
